# The Pentose Phosphate Pathway Regulates the Circadian Clock

**DOI:** 10.1016/j.cmet.2016.07.024

**Published:** 2016-09-13

**Authors:** Guillaume Rey, Utham K. Valekunja, Kevin A. Feeney, Lisa Wulund, Nikolay B. Milev, Alessandra Stangherlin, Laura Ansel-Bollepalli, Vidya Velagapudi, John S. O’Neill, Akhilesh B. Reddy

## Abstract

The circadian clock is a ubiquitous timekeeping system that organizes the behavior and physiology of organisms over the day and night. Current models rely on transcriptional networks that coordinate circadian gene expression of thousands of transcripts. However, recent studies have uncovered phylogenetically conserved redox rhythms that can occur independently of transcriptional cycles. Here we identify the pentose phosphate pathway (PPP), a critical source of the redox cofactor NADPH, as an important regulator of redox and transcriptional oscillations. Our results show that genetic and pharmacological inhibition of the PPP prolongs the period of circadian rhythms in human cells, mouse tissues, and fruit flies. These metabolic manipulations also cause a remodeling of circadian gene expression programs that involves the circadian transcription factors BMAL1 and CLOCK, and the redox-sensitive transcription factor NRF2. Thus, the PPP regulates circadian rhythms via NADPH metabolism, suggesting a pivotal role for NADPH availability in circadian timekeeping.

## Highlights

• Pentose phosphate pathway regulates circadian oscillations through NADPH metabolism
• Inhibition of pentose phosphate pathway remodels circadian gene expression
• NRF2 connects redox oscillations to transcriptional rhythms
• Pentose phosphate pathway modulation alters rhythmic behavior and tissue clocks

## Introduction

Mammalian models of the circadian clock center on transcription-translation feedback loop mechanisms, involving the core transcription factors BMAL1 and CLOCK (Bass, 2012). However, recent evidence has uncovered the existence of transcription-independent mechanisms of circadian timekeeping (Cho et al., 2014, Nakajima et al., 2005, O’Neill and Reddy, 2011, O’Neill et al., 2011). These likely preceded the existence of transcriptional oscillations during evolution, as highlighted by rhythms in the oxidation and reduction of peroxiredoxin proteins in a range of phylogenetically disparate organisms ranging from bacteria to humans (Edgar et al., 2012). In a simple model of non-transcriptional circadian oscillations, the red blood cell, oxidation cycles occur in association with robust circadian oscillations of the core cellular reductants NADH and NADPH (O’Neill and Reddy, 2011).

In central carbon metabolism, glycolysis and the pentose phosphate pathway (PPP) oxidize glucose to produce NADH and NADPH, respectively (Figure 1A). These pathways are common to most aerobic organisms and produce an important fraction of the cellular pool of NAD(P)H (Fan et al., 2014). Since the peroxiredoxin oxidation cycle is directly influenced by the availability of NADPH (Wood et al., 2003), we hypothesized that these cellular reduction pathways might regulate redox and transcriptional oscillations in nucleated cells.

Using a combination of pharmacologic and genetic approaches, we found that inhibition of the PPP altered circadian rhythms in human cells. We observed similar effects in mouse tissues, and we also found that PPP inhibition affected the pattern of rhythmic behavior in *Drosophila*. Our study indicates that the interplay between redox and transcriptional cycles relies on the circadian transcription factors BMAL1/CLOCK and the redox-sensitive transcription factor NRF2. Moreover, we identify the histone acetyltransferase P300 as a redox-dependent modulator of BMAL1/CLOCK transactivation ability.

## Results

### Inhibition of the PPP Alters Circadian Redox and Transcriptional Oscillations

In red blood cells, peroxiredoxin oxidation rhythms resonate with NADPH oscillations (O’Neill and Reddy, 2011). NADPH powers intracellular redox defense and is used by the peroxiredoxin system during its catalytic cycle to remove harmful reactive oxygen species (Wood et al., 2003). We therefore measured NADPH accumulation in human osteosarcoma (U2OS) cells, an established and robust cellular clock model (Liu et al., 2008), and found similar redox oscillations to those seen in red blood cells previously (O’Neill and Reddy, 2011) (Figure 1B).

Given that the PPP is a major source of NADPH in the cell (Fan et al., 2014), we hypothesized that inhibiting its metabolic flux would affect redox oscillations. To disrupt NADPH production, we used 6-aminonicotinamide (6AN). This compound is metabolized into an analog of NADP^+^, thus competitively inhibiting the critical NADPH-producing enzymes 6-phosphogluconate dehydrogenase (PGD) and glucose 6-phosphate dehydrogenase (G6PD) (Köhler et al., 1970). Consistent with our hypothesis, 6AN treatment prolonged the period of NADPH oscillation to ∼30 hr (Figure 1B). We next measured peroxiredoxin oxidation in U2OS cells and found that these rhythms were similarly affected by inhibition of the PPP (Figures 1C, 1D, S1A, and S1B, available online), indicating that the availability of NADPH regulates circadian redox oscillations. 6AN treatment indeed drove the NADP^+^:NADPH redox poise in favor of oxidation by decreasing NADPH by ∼50%, consistent with its expected effect (Figure 1E). In contrast, NAD^+^:NADH ratio remained unchanged (Figure S1C) and treatment with 6AN did not acutely affect glycolysis or mitochondrial respiration rates (Figures S1D and S1E).

We then investigated the effect of PPP inhibition on transcriptional oscillations using U2OS cells stably expressing the *Bmal1*:*luciferase* (*Bmal1*:*luc*) reporter construct (Liu et al., 2008). Treatment of *Bmal1*:*luc* cells with 6AN caused a strong and reversible effect on transcriptional oscillations. Oscillation period was lengthened by 3 hr (Figures 1F, 1G, and S1F; 5 mM 6AN, 28.48 ± 0.16 hr versus control, 25.50 ± 0.05 hr), and after 96 hr of treatment, removal of the drug restored almost normal oscillations (5 mM 6AN, 25.65 ± 0.10 hr versus control, 24.97 ± 0.21 hr). We further validated this effect by using a genetic approach to repress PPP activity. We used RNA interference to knock down expression of the NADPH-producing enzymes G6PD and PGD in *Bmal1*:*luc* cells (Figures S2A–S2F). In agreement with pharmacological manipulations, we observed an increase in the NADP^+^:NADPH redox ratio (Figure S2D) and a significant period lengthening for both genes (Figure S2E).

Having shown that tonic inhibition of the PPP modulated the period of redox and transcriptional oscillations, we tested whether such metabolic perturbation could also reset the phase of circadian oscillations in a time-of-day-dependent manner. To this end, we administered 6AN treatment around the clock and assessed the phase of oscillations following treatment, generating a “phase-response curve.” Inhibiting the PPP had a strong resetting effect, inducing large phase advances or delays in rhythms depending on the time of day when the treatment started (Figures 1H–1J). Together, these results implicate the PPP as a regulator of two key facets of circadian pacemaker function (period and phase of oscillation).

### The PPP Affects Circadian Oscillations via NADPH Metabolism

Since there is cellular interconversion of NAD^+^ and its phosphorylated form (NADP^+^), we next investigated if the effects of PPP perturbation could involve this pathway. This is important because NAD^+^ metabolism forms a feedback loop with the core circuitry of the circadian transcriptional network (Nakahata et al., 2009, Ramsey et al., 2009), and therefore changes in NAD^+^ might potentially contribute to the period phenotype seen with PPP inhibition. Therefore, we tested the effect of dehydroepiandrosterone (DHEA), a non-competitive inhibitor of G6PD (Raineri and Levy, 1970), and again found a reversible period lengthening (Figures 2A, 2B, and S3A–S3D) and an increase in the NADP^+^:NADPH redox ratio (Figure 2C). In contrast to 6AN treatment, DHEA did not affect the accumulation of total NAD (Figure 2D), showing that the effect on period does not depend on NAD levels and is specific to the change in NADP^+^:NADPH redox ratio. Importantly, we also determined conditions under which we could rescue NAD^+^ levels in 6AN-treated cells, using nicotinamide mononucleotide (NMN), a precursor of NAD^+^ (Figures 2D and 2E). When NAD levels were restored close to normal with NMN in the presence of 6AN, there was a rescue of the amplitude of oscillations, but the effect on period was not abolished (Figures 2F, 2G, and S3E). This therefore suggested that inhibition of the PPP differentially affects circadian oscillations through direct and indirect redox mechanisms, and that the prolonged period is specific to NADPH metabolism.

In addition to its redox role, the PPP is a key contributor to biosynthetic function, especially for nucleic acid synthesis. In order to globally assess the effect of inhibition by 6AN or DHEA, we performed metabolomics profiling of U2OS cells treated with the PPP inhibitors (Figure S3F; Table S3). We observed only mild perturbations in the levels of 90 metabolites, and the changes correlated between the 6AN and DHEA treatments (Figure S3G). Although the levels of ribose-5-phosphate (R5P), which is important for nucleotide synthesis, were slightly decreased in the both conditions, the levels of nucleotides and nucleosides were largely unchanged, indicating that the non-oxidative branch of the PPP, downstream of the NADPH-producing enzymes, was sufficient to provide substrates for synthetic pathways. Thus, the effects of both 6AN and DHEA appear specific to the oxidative (NADPH-producing) branch of the PPP, without a significant impact on its biosynthetic functions.

### Remodeling of Circadian Gene Expression by NADPH Metabolism

How are perturbations in redox oscillations transduced into alterations in circadian gene expression and, ultimately, to organism behavior? To probe this, we performed time course analyses of U2OS cells and determined their gene expression profiles by RNA sequencing (RNA-seq) (Figures 3A and S4A). 

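*Bmal1*:*luc* U2OS cells, a human osteosarcoma line with a luciferase reporter driven by the *Bmal1* promoter, were synchronized with dexamethasone and cultured with 5 mM 6AN, an inhibitor of the PPP, or with DMSO as control. RNA was collected every 4 hr at 12 time points per condition. The libraries were labelled from 0 to 44 hr, which was read as the 24 to 68 hr shown in Figures 3A and 3G. The authors deposited expression in FPKM for 28690 loci in 2 tables, control and 6AN, each normalized across its own 12 libraries. The tables held 1 library for each time point and condition. The paper states that RNA was extracted in triplicate, and whether the extracts were pooled is not stated in the text used here. With no replicate libraries, errors are jackknife standard errors (SE) from fits that each left out 1 time point. Read totals were not in the tables. From the smallest steps between FPKM values of the same locus, the depth of each library relative to the median of its table ranged from 0.58 (28 hr) to 1.31 in control and from 0.70 (44 hr) to 1.55 in 6AN. The expressed set held the 14686 loci with the highest mean FPKM over all 24 libraries, which is the number of transcripts in Figure 3A, and its lowest mean FPKM was 0.698. Rhythms were tested with a permutation rank test against umbrella shapes built after RAIN. The time points were folded on a 24 hr period, 18 shapes with rises of 8, 12, or 16 hr were compared with the ranks, and the largest statistic was set against 4000000 random orders. Harmonic regression at 24 hr on log2(FPKM + 1) was the other rhythm test. Periods came from a cosine with a linear trend fitted on a grid from 16 to 32 hr, and phases from the peak of a 24 hr cosine with a linear trend.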

6AN treatment did not globally affect the transcriptome, as we observed high correlation between control and 6AN-treated samples (Pearson correlation coefficient >0.94 between all time points; Figure 3A). However, perturbation of NADPH metabolism caused a profound change in circadian gene expression (Figures 3B–3D). 

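Pearson's coefficient was computed across the expressed genes, which are not independent replicates, for all 276 pairs of libraries. It had a median of 0.894 and an SD of 0.013 over pairs, and it ranged from 0.859 to 0.924. The lowest value paired the control library at 28 hr with the 6AN library at 56 hr. Within control, the 66 pairs had a median of 0.911 (0.887 to 0.924), and within 6AN the 66 pairs had a median of 0.903 (0.881 to 0.919). The 144 pairs between conditions had a median of 0.887 (0.859 to 0.904). Among the expressed loci, 1004 were listed at 0 in at least 1 library, and 644 of these were small RNA loci. The setting that moved the lowest coefficient most kept the 14915 loci above 0 in all 24 libraries. It gave 0.957 and was chosen after seeing the data. Over the expressed genes, the median log2 ratio of mean FPKM in 6AN to that in control was -0.037.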

Using the RAIN algorithm (Thaben and Westermark, 2014), we detected 414 and 453 circadian transcripts in the control and 6AN condition, respectively (Figure 3B), with 26 common transcripts (Figure 3C). 

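At p of at most 0.01, the umbrella test called 122 genes in control and 117 in 6AN, where 120 of the 14686 genes tested would pass by chance at the p values the test can take. After Benjamini-Hochberg adjustment, 0 genes had an adjusted p of at most 0.05 in either condition, and the smallest adjusted p was 0.338 in control and 0.832 in 6AN. The adjusted umbrella test also found 0 of 200 simulated rhythmic genes with an amplitude of 2 SD. A count of 0 therefore does not argue against rhythmic genes. An unadjusted p under 0.05 was found for 738 genes in control and 626 in 6AN. The smallest p values belonged to *C2orf69*, *MYO5B*, and *ARNTL* (the gene of BMAL1) in control, and to *LINC01128*, *NAPG*, and *WSCD1* in 6AN. *CRY1* (chromosome 12, hg38 positions 106991365 to 107093857) was the 1 gene called in both conditions, against 0.972 expected by chance (odds ratio 1.03, two-sided Fisher's exact test, p = 0.625). Its umbrella p was 0.000914 in control and 0.00338 in 6AN. Genes share regulation and are not independent replicates. Leaving out the 40 hr time point raised the number in control to 194, and the number of common genes rose to 5 without 56 or 68 hr, 4 without 52 hr, 3 without 24, 32, 44, or 48 hr, and 2 without 40 or 60 hr. The Fisher's exact p for the common genes was 0.0151 without 56 hr, 0.0277 without 68 hr, and 0.0365 without 52 hr. It stayed above 0.05 without any other single time point. The number of common genes moved most when the threshold was p of at most 0.05, which gave 51.

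**Figure D1:**
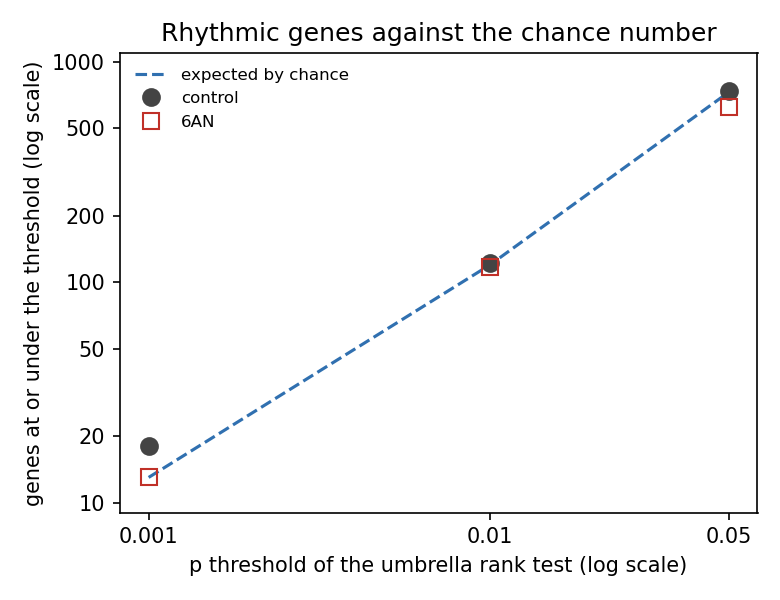
Genes with an umbrella p at or under 0.001, 0.01, and 0.05 in control (circles) and 6AN (squares), with both axes on log scales and the dashed line at the number expected by chance. At 0.001 there were 18 genes in control and 13 in 6AN, against 13 expected, and at 0.05 there were 738 and 626 against 729.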

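The umbrella test and harmonic regression (F test against a constant) were applied to the same expressed genes. Harmonic regression called 138 genes in control and 162 in 6AN at p of at most 0.01, with 0 genes at an adjusted p of at most 0.05 in either condition and 675 and 652 genes at an unadjusted p under 0.05. Both methods called 56 genes in control and 67 in 6AN. If the methods were independent, 1.15 and 1.29 genes would be shared, but both read the same values and are not independent. Leaving out each time point in turn gave between 43 and 80 genes in control and between 48 and 79 in 6AN. ARSER was not run here. By harmonic regression, 9 genes were called in both conditions, namely *AKAP12*, *ARNTL*, *CDYL*, *CRY1*, *NR1D1*, *NR1D2*, *PER3*, *PLAT*, and *TEF*. *AKAP12*, *CDYL*, and *PLAT* are named because of their calls, after their values were seen. The number expected by chance was 1.52 (odds ratio 6.56, two-sided Fisher's exact test, p = 2.2e-05). This test takes genes as independent. Of 100 orders of the 12 time labels, the real one included, 8 gave as many common genes.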

We validated these analyses using two other algorithms, Fisher test (Rey et al., 2011) and ARSER (Yang and Su, 2010), and found a considerable overlap, as 147 and 169 genes were detected by the three methods in the control and 6AN condition, respectively (Figure S4B). Gene ontology (GO) analysis of rhythmic transcripts revealed that genes involved in metabolic processes were enriched in both conditions, while GO annotations related to circadian rhythms were highly enriched in the 6AN condition (Figure S4C). Our results thus indicate that perturbation of the PPP was able to extensively remodel circadian gene expression, as highlighted by the altered phase distribution of mRNA expression (Figure 3D).

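Fitted peaks of the 122 control genes were spread over the cycle, counted in hours modulo 24, with 38 genes peaking from 0 to 4 hr, 15 from 4 to 8 hr, 24 from 8 to 12 hr, 18 from 12 to 16 hr, 11 from 16 to 20 hr, and 16 from 20 to 24 hr. Their circular mean was 3.5 hr with a mean resultant length of 0.147, a measure that is 0 for evenly spread peaks and 1 for identical ones. Of 10000 random gene lists matched on mean FPKM, 7.29% had a resultant length as large. The 117 genes of 6AN gathered around a circular mean of 17.6 hr with a resultant length of 0.314, which 0.06% of random lists reached, and 32, 29, and 23 of them peaked in the windows from 12, 16, and 20 hr. The remaining windows from 0, 4, and 8 hr held 12, 8, and 13 genes. Over all expressed genes, the resultant length was 0.006 in control and 0.091 in 6AN. The paper gives the altered phase distribution as an illustration of its results, which it reads as a remodeling of circadian gene expression by perturbation of the PPP.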

This led us to investigate further how the period and phase of circadian transcripts were changed following PPP inhibition. We found that the median period of oscillations was increased by treatment with 6AN (Figure 3E; control versus 6AN, 23.2 hr versus 24.1 hr). 

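For the genes called circadian in each condition, the fitted period had a median of 24.2 hr in control (quartiles 23 and 25.38 hr, SE 0.47) and 23.9 hr in 6AN (quartiles 22.6 and 25.6 hr, SE 0.6). The difference of -0.3 hr was within these errors. The genes were called by a test at 24 hr, which holds both medians near 24 hr, so these lists say little about longer periods. Leaving out each time point in turn gave medians from 23.9 to 24.35 hr in control and from 23.6 to 24.3 hr in 6AN. The 6AN median was the higher one without 24 hr (24.1 in control and 24.2 hr in 6AN), 28 hr (23.95 and 24.0), 32 hr (24.0 and 24.1), 40 hr (23.95 and 24.3), or 48 hr (23.9 and 24.1). The alternative that moved the control median most pooled the genes circadian in either condition, which gave 23.3 hr in control and 23.6 hr in 6AN. For these 238 genes taken one by one, the period changed by a median of 1.65 hr and lengthened in 136. As large a median change was found in 1.4% of random lists. Over all expressed genes the median change was 0.0 hr, and 7341 of 14686 periods lengthened.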

Interestingly, the effect on clock genes was especially pronounced (control versus 6AN, 21.8 hr versus 27.2 hr) but only marginally contributed to the shift in the period distributions of all circadian transcripts (Figure S4D). Similarly, we computed the distribution of phase differences between 6AN and control conditions. 

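The list of clock genes held 20 genes fixed in advance, because the members of Table S4 were not used here, and 17 of them were in the expressed set. The median period of the 17 genes was 22.6 hr in control (quartiles 22.1 and 23.2 hr, SE 0.9) and 26.8 hr in 6AN (quartiles 25.8 and 28.1 hr, SE 0.82). The change had a median of 4.6 hr, and 16 of the 17 periods lengthened. Among 10000 random lists of the same size and mean FPKM, 0.01% had as many longer periods and 5.59% had as large a median change. Clock genes share regulation, while random lists were matched on mean FPKM alone. These shares, and that for phase below, are therefore not evidence from 17 independent genes. At an umbrella p of at most 0.05, 7 clock genes passed in control and 10 in 6AN. With p adjusted over the list alone, 6 genes in control and 8 in 6AN were at or under 0.05, compared with 0 in each condition when adjusted over all genes tested. The median R2 of the 24 hr cosine was 0.382 in control and 0.668 in 6AN for clock genes, and 0.138 and 0.13 for all expressed genes.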

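Phase differences were taken as 6AN minus control on a circle of 24 hr, with positive values as delays. For the 238 genes circadian in either condition, the median difference was a delay of 1.75 hr (quartiles -4.74 and 7.03 hr, SE 1.83), and 136 genes (57.1%) were delayed. The delay was smaller than its error, and without the 52 hr time point the median was -0.07 hr. The resultant length of these differences was 0.128, and 34.56% of random lists had one as large. For the 17 clock genes, the median was a delay of 8.87 hr (quartiles 4.46 and 9.91 hr, SE 1.28), with 13 positive differences, a resultant length of 0.611, and as large a resultant length in 0.26% of random lists. When each clock gene was fitted at its own period, which moved this value most, the median delay was 1.17 hr (SE 2.47), and it was -0.62 hr without the 24 hr time point. The delay at each gene's own period is counted from hour 0, which lies 24 hr before the first library.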

We observed a phase delay for both circadian and clock gene sets (Figures 3F and S4E), again with a stronger effect on clock genes. Accordingly, *NR1D1*, *NR1D2*, *TEF*, *DBP*, *BMAL1*, and *PER3*, the six clock genes that are rhythmic in both conditions, displayed prolonged periods and phase delays in their mRNA accumulation profiles (Figure 3G). 

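The mean lengthening over these 6 genes was 4.42 hr (SD 1.53, n = 6 genes; exact sign-flip permutation test, two-sided, p = 0.0312, the smallest p that 6 genes allow). Genes share regulation, so this p describes the set and does not replace replicate libraries. Leaving out each time point in turn gave a mean between 3.78 and 4.88 hr. The period of *NR1D1* changed from 21.9 to 28.1 hr, that of *NR1D2* from 21.6 to 27.5 hr, and that of *DBP* from 22.1 to 26.7 hr. It changed from 22.4 to 26.8 hr for *TEF*, from 22.7 to 25.8 hr for *ARNTL*, and from 23.6 to 25.9 hr for *PER3*. At a fixed period the phase differences of the 6 genes ran from 8.6 hr (*NR1D2*) to 10.5 hr (*PER3*). The umbrella p was at or under 0.01 for 2 of them in control (*ARNTL*, 0.000226, and *NR1D1*, 0.00675) and for 3 in 6AN (*TEF*, 0.00271, *PER3*, 0.00271, and *DBP*, 0.00818). It was at or under 0.05 for 5 genes in control, where *DBP* had 0.462, and for all 6 in 6AN. Harmonic regression gave p at or under 0.01 for 5 genes in control and 6 in 6AN. The locus of *NR1D1* overlaps that of *THRA*, so its FPKM may hold fragments of both.

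**Figure D2:**
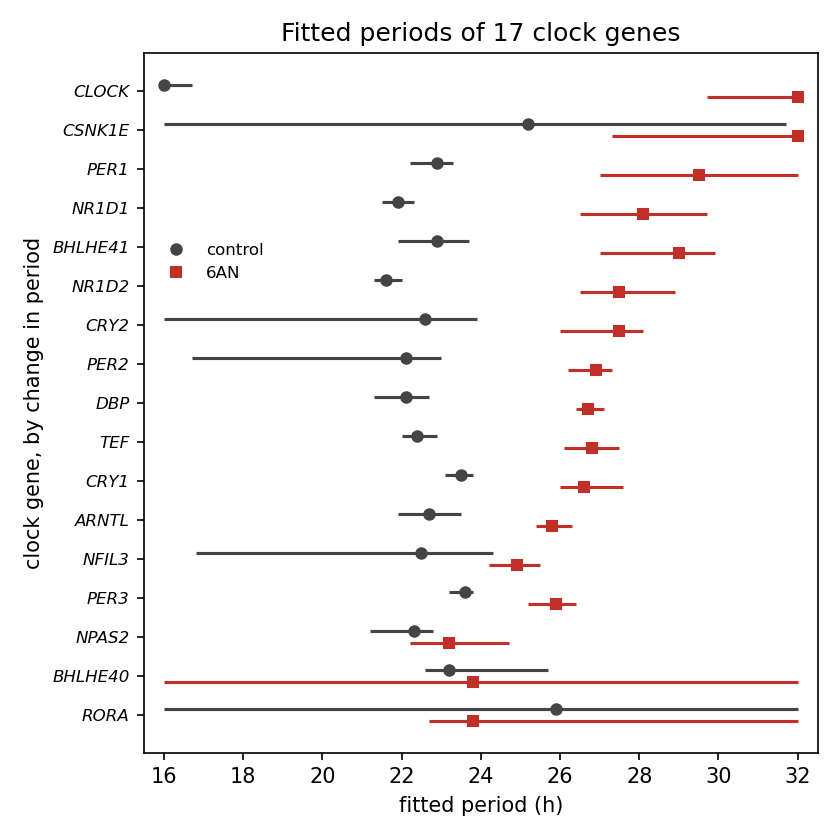
Fitted period in hours of each of the 17 clock genes of the expressed set in control (circles) and 6AN (squares), ordered by the change, with bars from the lowest to the highest fit that left out 1 time point. *RORA* was the 1 gene with a shorter period in 6AN, 23.8 against 25.9 hr, and the fits of *CLOCK* lay at the ends of the grid, 16 and 32 hr.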

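Apart from *NR1D1*, *NR1D2*, *TEF*, *DBP*, *ARNTL*, and *PER3*, the list held 11 expressed clock genes. Their median period was 22.9 hr in control and 26.9 hr in 6AN, 10 of the 11 periods lengthened, and 7 phase differences were positive. *CRY1* lengthened from 23.5 (SE 0.61) to 26.6 hr (SE 1.32), and *PER1* from 22.9 (SE 0.97) to 29.5 hr (SE 4.14). *CRY2* changed from 22.6 to 27.5 hr with a delay of 9.9 hr, and *PER2* from 22.1 to 26.9 hr with a delay of 9.1 hr, but the SE of the control period, 6.63 hr for *CRY2* and 5.42 hr for *PER2*, was larger than the change. The same held for *NFIL3*, which changed by 2.4 hr with an SE of 6.22 hr in control. *NPAS2* lengthened by 0.9 hr. The phase differences of *CRY1* (11.3 hr), *PER1* (10.9 hr), and *NPAS2* (-11.0 hr) lie close to the limit of the circle, where a delay and an advance are not distinguished. In 6AN, *NFIL3* had an umbrella p of 0.00114. *CSNK1E*, *BHLHE40*, and *RORA* had periods that spanned most of the grid in at least 1 condition when 1 time point was left out, so their changes were not measured with useful precision.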

Most other clock genes (Table S4) had similar effects on circadian gene expression, even if they were not necessarily detected as statistically rhythmic (Figure S4F). In order to validate the effect of PPP inhibition on circadian gene expression, we silenced the expression of the enzyme G6PD by small interfering RNA (siRNA) knockdown. In agreement with treatment with 6AN, we observed a perturbation of the circadian gene network, since the expression of clock genes was severely disrupted (Figure 3H). Therefore, inhibition of the PPP remodels circadian expression by changing the period and phase of circadian transcripts, with an effect especially prominent on clock genes.

### The Circadian Transcription Factors BMAL1 and CLOCK Are Activated by a Change in Redox Environment

Since the core circadian transcription factors BMAL1 and CLOCK regulate the expression of most of the clock genes, we hypothesized that perturbation in circadian gene expression may involve a change in BMAL1/CLOCK DNA-binding activity. This response could indeed result from an altered NADP^+^:NADPH (or NAD^+^:NADH) ratio, since these dinucleotides have been reported to affect the binding affinity of several circadian PAS-domain transcription factors in vitro (Rutter et al., 2001). 

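Chromatin of *Bmal1*:*luc* U2OS cells was extracted after 24 hr with 5 mM 6AN or DMSO and precipitated with antibodies against BMAL1, CLOCK, H3K9ac, or H3K4me3, or left as input. Each antibody and condition had 1 library, so there were no replicates, and the intervals given for sites cover the spread between sites but not that between experiments. The authors deposited a merged peak list with a HOMER peak score for each of its 4001 intervals, made by joining peaks within 200 bp. They also deposited a signal for each shared BMAL1/CLOCK site of control and of 6AN, namely the tags within 1000 bp around the site on hg38, scaled to 10000000 tags per library, with each mate of a read pair counted as 0.5 tags. The totals behind this scaling were 7462051 tags in control and 7896479.5 in 6AN for BMAL1, 4078867 and 4550721.5 for CLOCK, and 1409550.5 and 4700141.5 for H3K9ac. They were 3203238.5 and 4571905.5 for H3K4me3 and 33273105.5 and 9651105 for the input. A single tag therefore stood for 7.094 units of signal in the control H3K9ac library and for 0.301 units in the control input. Changes were computed as log2 of the 6AN signal plus 1 over the control signal plus 1, and summarised as the median over sites with a distribution-free 95% binomial interval.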

We therefore performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) in *Bmal1*:*luc* U2OS cells to delineate genome-wide binding patterns of these transcription factors. 

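The site list of control held 147 sites and that of 6AN 439. Of these, 105 sites of each list lay within 200 bp of a site of the other list, which left 42 sites in control and 334 in 6AN alone. In control, 73 sites (49.7%) were annotated to promoters, 39 (26.5%) to intergenic regions, and 25 (17%) to introns. In 6AN these numbers were 200 (45.6%), 132 (30.1%), and 78 (17.8%). Counting the intervals of the merged peak list that held a BMAL1 and a CLOCK peak gave 163 sites in control and 513 in 6AN. Keeping the sites whose BMAL1 and CLOCK signals were at least 2 times the input signal gave 145 and 372. The sites with the highest CLOCK signal in 6AN lay at *TEF* (chromosome 22, 41380904 to 41381904, 711.0 in control and 1172.3 in 6AN), *NR1D2* (chromosome 3, 23945405 to 23946405, 641.1 and 1037.2), and *AGAP11* (chromosome 10, 86970905 to 86971905, 414.3 and 891.1). All 3 were in both lists. Sites were assigned to 12 of the 20 clock genes in 6AN and to 11 in control, and *CRY1*, with a promoter site at chromosome 12, 107093395 to 107094395, was the 1 added in 6AN.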

We found that the number of shared BMAL1/CLOCK genomic binding sites increased from 147 to 439 (3-fold increase) following 6AN treatment (Figures 4A and 4B). 

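In the merged list, 289 intervals held a CLOCK peak in control and 1369 in 6AN, a 4.74-fold difference, and 210 held one in both conditions. BMAL1 peaks were found in 1577 and 2314 intervals, a 1.47-fold difference, with 686 in both conditions. In 6AN, 37.5% of the CLOCK intervals also held a BMAL1 peak, compared with 56.4% in control. The libraries differed by less in their tags, with 1.12 times as many for CLOCK and 1.06 times as many for BMAL1 in 6AN, while the input of 6AN had 0.29 times the tags of the control input.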

CLOCK was mostly affected, since we observed a more than 4-fold rise in genomic binding peaks (Figure 4C). Moreover, BMAL1 and CLOCK binding strengths significantly increased at 439 shared peaks following PPP inhibition (Figure 4D), indicating enhanced DNA-binding activity that is consistent with elevated expression of several BMAL1/CLOCK targets upon 6AN treatment (Figures 3G and S4F).

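At the 439 shared sites of 6AN, the median CLOCK signal was 25.7 in control (quartiles 17.2 and 38.6) and 53.8 in 6AN (38.5 and 74.7), and the median of the log2 changes was 1.10 (95% interval 1.04 to 1.17). CLOCK rose at 431 sites (98.2%, 95% Wilson interval 96.4% to 99.1%). The median BMAL1 signal was 26.1 in control and 34.8 in 6AN, with a median log2 change of 0.46 (0.41 to 0.53) and a rise at 365 sites (83.1%, 79.4% to 86.4%). The sites were called on the same libraries. The input, chromatin sequenced without precipitation, also rose at these sites, from a median signal of 9.0 to 12.4, with a median log2 change of 0.37 (0.30 to 0.43). Subtracting the log2 change of the input at each site, which moved the values most, left a median of 0.69 (0.61 to 0.77) for CLOCK and 0.13 (0.02 to 0.21) for BMAL1. In the RNA-seq data, 10 of the 11 expressed clock genes with a 6AN site had a higher mean FPKM in 6AN, with a median log2 ratio of 0.46. *PER1* (0.99) and *BHLHE40* (0.77) were higher at all 12 time points, *CRY2* (0.61) at 11, *PER2* (0.46) at 10, *NR1D1* (0.62) at 9, *CRY1* (0.46), *TEF* (0.25), and *DBP* (0.15) at 8, *NR1D2* (0.37) at 7, and *PER3* (0.14) at 6. *BHLHE41* (-1.99) was lower at all 12. From the rise in binding strength, the paper concludes that the DNA-binding activity of BMAL1 and CLOCK was enhanced. Chromatin was sampled at a single time, so enhanced binding and sampling at a different phase of the cycle cannot be told apart here.

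**Figure D3:**
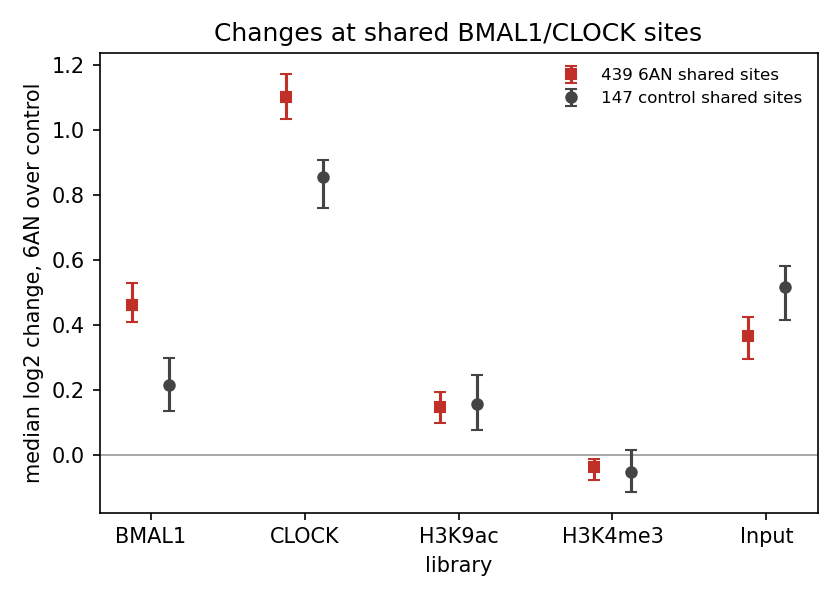
Median log2 change of the signal in 6AN over control for each antibody and the input, at the 439 shared sites of 6AN (squares) and the 147 shared sites of control (circles), with bars for the distribution-free 95% interval of the median over sites. The input rose at both lists, by 0.37 and 0.52, and the medians of H3K4me3 lay at -0.036 and -0.052.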

Increased DNA-binding activity of BMAL1/CLOCK was accompanied by changes in chromatin state at their genomic binding sites (Figures S5A and S5B). We measured two epigenetic marks of transcriptionally active chromatin by ChIP-seq: histone H3 lysine 9 acetylation (H3K9ac) and histone H3 lysine 4 trimethylation (H3K4me3) (Figures 4E and 4F). While H3K4me3 profiles remained unchanged, H3K9 showed a local increase around BMAL1/CLOCK sites (Figure 4E). This effect was not due to a widespread increase in H3K9 acetylation near active promoters, as H3K9ac profiles around transcription start sites (TSSs) of expressed genes were not affected (Figure 4F). Moreover, elevated H3K9 acetylation was specific to 6AN peaks, as we did not observe similar effects at BMAL1/CLOCK peaks from the control condition (Figure S5C). 

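Over the 1000 bp around the 439 sites, H3K9ac had a median log2 change of 0.15 (95% interval 0.10 to 0.20) and rose at 279 sites (63.6%, 95% Wilson interval 59.0% to 67.9%). Its median signal was 74.5 in control and 77.7 in 6AN, which rested on a median of 10.5 tags per site in control and 36.5 in 6AN. H3K4me3 had a median log2 change of -0.036 (-0.075 to -0.011) and rose at 193 sites (44.0%). Subtracting the log2 change of the input reversed the sign for H3K9ac, to -0.19 (-0.29 to -0.12), and taking the input signal off each signal, which was chosen after seeing the data, left 0.075 (0.009 to 0.129). At the 223 sites within 1000 bp of a transcription start site, the change of H3K9ac was 0.09 (0.016 to 0.13), and at the 216 sites farther away it was 0.29 (0.16 to 0.42). The farther sites rested on a median of 5.0 tags in control and 19.7 in 6AN. Subtracting the log2 change of the input gave -0.317 (-0.454 to -0.219) at the nearer sites and -0.037 (-0.179 to 0.064) at the farther ones. Taking the input signal off gave 0.046 (-0.038 to 0.105) and 0.13 (0.012 to 0.321).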

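At the 147 sites of control, H3K9ac had a median log2 change of 0.16 (95% interval 0.079 to 0.25) and rose at 95 sites (64.6%, 95% Wilson interval 56.6% to 71.9%). The interval of the median holds the value found at the 6AN sites. With the log2 change of the input subtracted, it was -0.34 (-0.51 to -0.19), and with the input signal taken off each signal it was 0.074 (0.004 to 0.216). At the 42 control sites absent from the 6AN list, the change was 0.12 (-0.093 to 0.25), and at the 334 6AN sites absent from the control list it was 0.13 (0.075 to 0.20). CLOCK changed by 0.86 (0.76 to 0.91) and BMAL1 by 0.21 (0.14 to 0.30) at the control sites, both less than at the 6AN sites. With the log2 change of the input subtracted, BMAL1 fell by 0.36 on the log2 scale (-0.45 to -0.26). The input itself changed by 0.52 (0.42 to 0.58) at the control sites.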

Notably, BMAL1/CLOCK binding and H3K9 acetylation were associated with rhythmic expression of nearby transcripts. Indeed, we found that the fraction of rhythmic transcripts increased with the fold change in BMAL1/CLOCK binding and H3K9 acetylation following 6AN treatment (Figures S5D and S5E).

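The 6AN sites were assigned to 344 expressed genes, of which 8 were circadian in 6AN. Split into quartiles of 86 genes by the fold change of CLOCK, from the lowest to the highest, 0, 4, 2, and 2 genes were circadian. The slope was 0.47 percentage points per quartile (permutation test, two-sided, p = 0.636). By the fold change of H3K9ac the quartiles held 1, 3, 1, and 3 circadian genes, with a slope of 0.47 (permutation p = 0.638). By the fold change of BMAL1 they held 4, 2, 1, and 1, and the slope changed sign to -1.16 (permutation p = 0.152). With circadian genes called at p of at most 0.05, the quartiles of CLOCK held 7, 10, 7, and 8 genes and the slope was 0.0. The small number of circadian genes limits the precision of these slopes.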

We next investigated the mechanism by which redox imbalance could affect chromatin states. First, we excluded the NAD^+^-dependent deacetylase SIRT1 as a mechanism driving this change, since *SIRT1*^–/–^ mouse embryonic fibroblasts exposed to 6AN still exhibited alterations in clock gene mRNA patterning (Figure S5F). Moreover, rescue of NAD^+^ levels with NMN did not restore normal DNA-binding activity of BMAL1/CLOCK or levels of H3K9ac (Figure S5G). These results indicate that SIRT1 and other NAD^+^-dependent deacetylases, including SIRT6, are not likely to significantly contribute to the chromatin state changes we saw with redox perturbation. Therefore, we hypothesized that the archetypal histone acetyltransferase P300 might mediate these effects, since it is able to form disulphide bridges with the FOXO transcription factors by a redox-dependent mechanism (Dansen et al., 2009) and has been shown to interact with clock proteins (Etchegaray et al., 2003). We measured P300 protein accumulation in the nucleus and observed increased levels following 6AN treatment (Figures 4G and 4H). Furthermore, ChIP analyses revealed that clock gene loci exhibited elevated P300 binding upon PPP inhibition (Figure 4I), strongly implicating redox-dependent acetylation by P300 at these genomic regions. Interestingly, increased P300 binding and H3K9ac were specific to direct BMAL1/CLOCK targets—those with mRNA expression in phase with DNA-binding activity (Rey et al., 2011) (Figures 4I and 4J; Table S4). Furthermore, we investigated if *P300* knockdown by siRNA could antagonize the effect of 6AN on circadian oscillations. Consistent with its role in activating circadian transcription, *P300* knockdown caused a strong decrease of the amplitude of circadian oscillations (Figure S5H). However, at low siRNA concentrations, we found that *P300* knockdown was able to partially reverse the strong period lengthening effect of 6AN, as it reduced the period difference to only 1 hr compared to control (Figure S5I). These results thus indicate that PPP inhibition leads to a redox-dependent activation of BMAL1/CLOCK that is mediated by the histone acetyltransferase P300.

### NRF2 Signaling Links Changes in Redox Balance to Circadian Gene Expression

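In control, the 140 genes assigned to shared BMAL1/CLOCK sites corresponded to 124 expressed loci, and 2 of these, *NR1D1* and *RAD9A*, were among the 122 circadian genes, against 1.03 expected (odds ratio 1.97, two-sided Fisher's exact test, p = 0.275). In 6AN, the 414 assigned genes corresponded to 344 loci, and 8 of these were among the 117 circadian genes, against 2.74 expected (odds ratio 3.11, two-sided Fisher's exact test, p = 0.00625). They were *CRY1*, *DBP*, *HSPB1*, *MTSS1L*, *PER3*, *PTCH1*, *TEF*, and a locus that holds *ADIRF* and *AGAP11*. *RAD9A*, *HSPB1*, *MTSS1L*, *PTCH1*, and *ADIRF* are named because of their overlap, after their values were seen. Genes are not independent replicates, and whether the overlap differed between the conditions was not tested. Leaving out 24, 44, or 64 hr gave 5, 4, and 4 genes in control (exact p = 0.00415, 0.0309, and 0.0275), leaving out 68 hr gave 4 (p = 0.0651), leaving out 32, 36, 48, 52, or 60 hr gave 1, and leaving out 40 hr gave 0. In 6AN the exact p rose above 0.05 when 32 hr (6 genes, p = 0.0781), 36 hr (5, p = 0.226), 40 hr (5, p = 0.41), or 64 hr (6, p = 0.0515) was left out. With harmonic regression, the overlap was 6 genes in control (exact p = 0.00111) and 18 in 6AN (exact p = 4.68e-08).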

Overlap between circadian and BMAL1/CLOCK-bound genes was significant for the control, but not the 6AN, condition (Fisher test; control, p < 1 × 10^−3^; 6AN, p = 0.05; Figure S6A), suggesting that additional transcription factors were likely to contribute to the remodeling of circadian gene expression. Consistent with this observation, we found enriched DNA motifs for other transcription factors in the 6AN condition (Figure 5A) and, in particular, a motif corresponding to the redox-sensitive transcription factor NRF2 (Chorley et al., 2012) (Figure S6B). NRF2-like motifs showed a positional correlation with the canonical BMAL1/CLOCK binding motif (E-box) when 6AN-treated cells were assessed (Figure 5B). Importantly, we observed a significant increase in NRF2 nuclear accumulation following 6AN treatment (Figures 5C and 5D), indicating that PPP inhibition leads to the activation of NRF2. H3K9ac genomic profiles around NRF2 ChIP-seq peaks (Chorley et al., 2012) were not altered by 6AN treatment, indicating that NRF2 activation is not associated with H3K9 acetylation (Figure S6C).

We next investigated whether *NRF2* could mediate the interaction between redox balance and circadian oscillations. First, we observed that a significant fraction of circadian transcripts in the control and 6AN conditions were NRF2 targets (44 and 48 genes, respectively), implicating this redox transcription factor in the control of circadian gene expression (Figures S6D and S6E). Two important NRF2 targets, glutathione reductase (*GSR*) and thioredoxin reductase 1 (*TXNRD1*), which both use NADPH as reducing agent for cellular redox defense, also displayed rhythmic mRNA accumulation, even though they were not statistically detected as circadian (Figure S6F). 

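*GSR* (chromosome 8, 30678063 to 30727969) had a mean of 27.06 FPKM in control and 36.17 in 6AN, a log2 ratio of 0.41, and was higher in 6AN at all 12 time points. Its FPKM ranged from 25.18 to 29.7 in control and from 32.49 to 45.68 in 6AN. Its umbrella p was 0.75 in control and 0.126 in 6AN, and the R2 of its 24 hr cosine was 0.176 and 0.466. *TXNRD1* (chromosome 12, 104215779 to 104350307) had a mean of 71.08 FPKM in control and 99.17 in 6AN, a log2 ratio of 0.47, and was also higher at all 12 time points. It varied between 58.22 and 84.63 FPKM in control and between 79.23 and 117.26 in 6AN, with an umbrella p of 0.0817 in both conditions and an R2 of 0.464 and 0.416. The locus of *TXNRD1* overlaps that of *EID3*.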

Importantly, the circadian transcriptional repressor *NR1D1* was among NRF2 targets, with inducible binding sites at its promoter and in its first intron (Figure S6G) (Chorley et al., 2012). Accordingly, we found that perturbation of the PPP caused an increase in NRF2 DNA binding to *NR1D1* and its known target gene heme oxygenase 1 (*HMOX1*) (Figure 5E), suggesting that the PPP-dependent activation of NRF2 could relay redox signals to the circadian network through *NR1D1*.

In order to functionally validate the role of *NRF2* in mediating the effect of 6AN on circadian gene expression, we silenced *NRF2* expression using siRNA and measured the mRNA expression of several clock genes (Figures 5F and S6H). We found that both *NR1D1* and *PER3* lost their responsiveness to 6AN treatment when *NRF2* was silenced, indicating that *NRF2* knockdown can reverse the effects caused by inhibition of the PPP. Bioluminescence recordings of *Bmal1*:luc U2OS cells confirmed this hypothesis, since *NRF2* silencing in 6AN-treated cells reduced the period by 2 hr compared to control siRNA (Figure 5G; siCTRL, 30.6 ± 0.5 hr; siNRF2, 28.0 ± 0.2 hr). In contrast, *NRF2* silencing in control cells did not affect the period of oscillations (Figure 5H; siCTRL, 26.6 ± 0.1 hr; siNRF2, 27.1 ± 0.2 hr). We further validated this effect using DHEA and found again that *NRF2* silencing reversed the period lengthening caused by inhibition of the PPP (Figures S6I and S6J). Our results thus identify NRF2 as a key connection between redox and circadian oscillations.

### Inhibition of the PPP Modulates Circadian Oscillations in Mouse Tissues

Having explored how inhibition of the PPP leads to altered circadian gene expression, we set out to study the effect of these metabolic perturbations on circadian behavior, an important output of the clockwork. Destruction of erythrocytes (hemolysis) when the 6AN target G6PD is deficient (Cappellini and Fiorelli, 2008) indicated that an in vivo approach in live mice would not yield meaningful results. We therefore next analyzed the effects of PPP inhibition on circadian rhythmicity in primary tissues ex vivo. Treatment of organotypic slice cultures of the suprachiasmatic nucleus (SCN) and a key metabolic tissue, the liver, from *mPer2*^*Luciferase*^ (*mPer2*^*Luc*^) mice (Yoo et al., 2004) with 6AN elicited a period lengthening at the highest concentration (500 μM 6AN; SCN, 26.6 ± 0.2 hr; liver, 26.0 ± 0.5 hr versus control SCN, 24.9 ± 0.2 hr and liver, 23.4 ± 0.4 hr), similar to the effect in human cells (Figures 6A–6D, S7A, and S7B). Importantly, removal of 6AN after 4 days of incubation restored a normal period length in both tissues, illustrating the reversible nature of the redox perturbations.

Given that an ensemble of oscillators may exhibit comparable behavior due to dispersion in the phase of individual oscillators within the tissue, we performed single-cell imaging of *mPer2*^*Luc*^ SCN slices to investigate the effect on period length in individual cells. Similar to the effects at the population level, single cells exhibited a period lengthening of >2 hr when treated with 6AN (500 μM 6AN, 27.5 ± 0.2 hr versus control, 25.0 ± 0.1 hr) (Figures 6E and S7C), together with a higher damping rate (Figure S7D). Notably, we obtained similar results when measuring single-cell oscillations in *Per2*:*luc* U2OS cells treated with 6AN (Figures S7E–S7G), and we did not observe deleterious changes in cell morphology upon exposure to 6AN or DHEA for several days (Figure S7H). This highlights the significant and specific effect that perturbing central cellular metabolism has on cell-autonomous circadian oscillations.

### Fly Behavioral Rhythms Respond to Redox Perturbation Similarly to Mammals

In order to circumvent the systemic effects associated with 6AN in mice, we measured the effect of PPP inhibition on *Drosophila melanogaster* locomotor activity. Flies are ideal organisms to study the effect of metabolic inhibitors because they lack red blood cells, which are sensitive to such treatment when administered to rodents. In addition, their transcriptional clockwork is largely similar in architecture to mammals, with orthologs of BMAL1 and CLOCK driving gene expression of repressors (Young and Kay, 2001). We therefore recorded locomotor behavior of flies using a video recording system (Figure S7I). Behavioral recordings of flies fed 1–15 mM 6AN in their agar growth medium revealed a dose-dependent effect on behavioral rhythms (Figure 7A). PPP inhibition caused only a mild reduction in the amplitude of activity rhythms at all concentrations, enabling us to measure their behavioral rhythms over the course of several days. Treatment with 6AN lengthened the period up to 2.3 hr at the highest dose (15 mM) (Figure 7B), and this effect was visible in the locomotor activity of individual flies (Figures 7C and S7J). These results thus show that inhibition of the PPP not only affects cell-autonomous circadian oscillations but also complex behavioral rhythms controlled by the circadian clock.

## Discussion

Models for circadian timekeeping in all species currently incorporate similar transcriptional mechanisms. However, each species’ clock relies on a different set of clock genes in its timing system, given that these are not evolutionarily conserved between kingdoms (Young and Kay, 2001). Recently, an alternative type of circadian oscillation, the oxidation of peroxiredoxins, has been reported in a diverse range of species (Edgar et al., 2012), implying that redox oscillations could be a more fundamental timekeeping mechanism. We set out to investigate how such non-transcriptional oscillations may be connected to circadian transcriptional rhythms. Our results demonstrate that manipulation of the PPP, a key pathway in NADPH metabolism, affects circadian oscillations in human cells, mouse tissues, and living flies. Identification of the PPP as a modulator of redox oscillations indicates that the overoxidation pattern of peroxiredoxin may be a reporter of more fundamental oscillations in the form of NADPH rhythms (Figure 7D). It also suggests that NADPH metabolism may be an important parameter in the generation of circadian redox oscillations, in light of previous findings showing similar NADPH rhythmicity in non-transcriptional models (O’Neill and Reddy, 2011). Moreover, these redox rhythms may have physiological importance, since several studies have described rhythms in NADP^+^:NADPH ratio in rodents (Reddy and Rey, 2014).

We found that redox perturbations increased the DNA-binding activity of BMAL1/CLOCK, which in turn led to profound qualitative and quantitative changes in circadian gene expression. The effects were especially prominent for clock genes, but inhibition of the PPP also caused a switch in the set of output circadian genes. Indeed, the sets of genes being rhythmic with or without PPP inhibition diverged considerably. Perturbation of NADPH metabolism also led to an increased density of histone H3K9 acetylation near BMAL1/CLOCK sites, indicating redox-dependent chromatin remodeling. We showed that the redox-sensitive histone acetyltransferase P300 accumulated in the nucleus after PPP inhibition and subsequently displayed increased binding at BMAL1/CLOCK sites. Interestingly, this effect was more pronounced at direct BMAL1/CLOCK target genes—those with mRNA expression corresponding to BMAL1/CLOCK binding in mouse liver (Rey et al., 2011)—suggesting that P300 is mainly associated with transcriptionally active BMAL1/CLOCK complexes. This is consistent with the fact that the genome-wide binding of P300 is in phase with BMAL1/CLOCK binding in mouse liver (Koike et al., 2012). Thus, our study indicates that P300 links redox rhythms to circadian transcription by modulating BMAL1/CLOCK transactivation ability in a redox-dependent fashion.

Our study also revealed the important role of *NRF2* in the interplay between redox and circadian oscillations. Previous studies have shown clock-controlled activity of *Nrf2* in the mouse lung (Pekovic-Vaughan et al., 2014) and proposed that *Nr1d1* may respond to oxidative stress signals through an NRF2 binding site in its promoter (Yang et al., 2014). Here we find that NRF2 and BMAL1/CLOCK have overlapping transcriptional regulatory programs, likely through cooperative binding to common genomic sites, and may therefore contribute to circadian transcription, as suggested by the number of NRF2 target genes rhythmically expressed. Moreover, our data strengthen the notion that *NR1D1* could integrate circadian and redox signals, but most importantly reveal the role of *NRF2* as an important regulatory node between redox rhythms and circadian transcriptional oscillations in nucleated cells. Indeed, we found that *NRF2* is necessary for relaying redox perturbation caused by inhibition of the PPP to the circadian clockwork. These findings will be of great importance in building an integrated model of the circadian clock that encompasses its transcriptional and metabolic components. In addition, these results also provide a novel molecular mechanism by which redox imbalance, as experienced in cancer, cardiovascular disease, and neurodegenerative disease, could lead to circadian disruption.

In conclusion, we show that the PPP is an important regulator of circadian redox and transcriptional oscillations. We also identify P300 and NRF2 as two parallel mechanisms that connect redox oscillations to BMAL1/CLOCK-mediated transcriptional oscillations in nucleated cells. In a physiological context, the PPP is a fundamental player in anabolic cellular processes and is emerging as a determinant in cancer because of its role in curbing oxidative stress (Masri et al., 2015, Patra and Hay, 2014, Tsouko et al., 2014). Since the circadian transcriptional network rhythmically regulates over 40% of all protein-coding genes in the body (Zhang et al., 2014), an implication of our results is that disruption of metabolic pathways as occurs in many metabolic disorders and cancers could impact significantly on tissue gene expression programs and associated organ physiology via its effect on the clockwork.

## Experimental Procedures

### Cell Culture and Bioluminescence Assays

*Bmal1*:*luc* U2OS and *Per2*:*luc* U2OS cells were a gift from Dr. Andrew Liu, University of Memphis (Liu et al., 2008). U2OS cells were cultured in standard conditions. For bioluminescence recordings, U2OS cells were synchronized by changing medium to “Air Medium” (Hastings et al., 2005). Bioluminescence assays were performed at 37°C using 12-well and 96-well plates in custom-made bioluminescence recording systems (Cairn Research Ltd) composed of a charge-coupled device (CCD) camera (Andor iKon-M 934) mounted on the top of an Eppendorf Galaxy 170R CO_2_ incubator. Bioluminescence data traces were analyzed using a modified version of the R script “CellulaRhythm” (Hirota et al., 2008).

### Gel Electrophoresis and Immunoblotting

*Bmal1*:*luc* U2OS cells treated with 5 mM 6AN or control (DMSO) were synchronized with a dexamethasone shock and lysed in 1× SDS sample buffer at the indicated time points. NuPAGE Novex 10% Bis-Tris gradient gels were run according to the manufacturer’s protocol with a nonreducing MES SDS buffer system. Protein transfer to nitrocellulose for blotting was performed and membranes were incubated in anti-PRDX-SO3 (LF-PA0004, Thermo Fisher Scientific) or anti-ACTB (sc-47778, Santa Cruz) overnight at 4°C. Immunoblot signals were first normalized with loading control (actin) and then normalized to the average for each replicate.

### siRNA Transfections

For bioluminescence experiments, 90 μL cell suspension (0.5–1 × 10^5^ cells per mL) were seeded in 96-well plates. Cells were transfected with the indicated siRNAs (see Table S1 for details) 20–24 hr after seeding using Lipofectamine RNAiMAX (Life Technologies) according to manufacturer’s instructions. The medium of transfected cells was changed to “Air Medium” for bioluminescence recording 72 hr after transfection. When combined with drug experiments, solvent (DMSO) was kept at a concentration of 0.25% for control and treatment conditions. For gene expression analyses after siRNA knockdown, siRNA transfections were performed as described above, except that they were performed in 12-well plates, keeping the ratio between cell number and transfection reagent constant. Cells were synchronized with dexamethasone and cultured in DMEM supplemented with 5 mM 6AN or control (DMSO) 72 hr after transfection. After 24 hr incubation, RNA was extracted with TRI-Reagent in triplicate and purified with Direct-zol RNA MiniPrep kit (Zymo Research).

### RNA-Seq

For mRNA expression time course, *Bmal1*:*luc* U2OS cells were synchronized with dexamethasone (Figure S4A) and cultured in DMEM as described above, supplemented with 5 mM 6AN or a matched amount of DMSO (0.5%) as a control. At the time points indicated in the main text, RNA was extracted with TRI-Reagent in triplicate and purified with Direct-zol RNA MiniPrep kit (Zymo Research). RNA-seq libraries were prepared as described in the detailed protocol provided in Supplemental Experimental Procedures. Sequencing using a HiSeq platform with single-end 50 bp reads and subsequent quality filtering of reads was performed according to manufacturer’s instructions (Illumina).

### ChIP-Seq

ChIP was performed on *Bmal1*:*luc* U2OS using a modified version of an established protocol (Mortazavi et al., 2006) provided in Supplemental Experimental Procedures. ChIP-seq libraries were prepared as described for RNA-seq samples, except that fragment size selection was performed after end repair using AMPure XP Magnetic Beads. Sequencing using a HiSeq platform with paired-end 101 bp reads and subsequent quality filtering of reads was performed according to manufacturer’s instructions (Illumina).

### Nuclear Fractions

Nuclear fractions were prepared from *Bmal1*:*luc* U2OS cells treated with 6AN or control (DMSO) for 24 hr using the NE-PER reagents (Thermo Fisher Scientific) according to manufacturer instructions. Nuclear lysates were diluted with denaturing LDS sample buffer (Invitrogen) with 50 mM TCEP and heated to 70°C for 10 min before loading on gels. Nuclear extracts were analyzed by immunoblotting as described in the Supplemental Experimental Procedures, except that NuPAGE Novex 4%–12% Bis-Tris gradient gels were used. The following antibodies were used: anti-p300 (N-15), sc-584, Santa Cruz; anti-NFE2L2, Antibody EP1808Y, OriGene Technologies; and anti-U2AF65 U4758, Sigma.

### Organotypic Slice Culture and Bioluminescence

All animal experimentation was licensed by the UK Home Office under the Animals (Scientific Procedures) Act 1986, and according to the European Parliament and Council of the European Union Directive 2010/63/EU. Local Ethical Review was also conducted by the University of Cambridge. Prior to use in experiments, animals were group housed in individually ventilated cages under a 12:12 light:dark (LD) cycle with food and water available ad libitum. SCN and liver slices were extracted from 8- to 12-week-old adult *mPer2*^*Luc*^ mice (Yoo et al., 2004). Slices were cultured on a membrane (Merck Millipore, PICM0RG50) in a sealed dish. Slices were then transferred to custom-imaging incubators for whole-explant bioluminescence recording, or microscopes for single-cell bioluminescence imaging. Whole-explant imaging of SCN and liver slices was performed using an Andor iKon-M 934 cooled CCD camera mounted CO_2_ incubator at 37**°**C. Single-cell images were recorded from SCN slices placed into an Okolab stage-top heated chamber (37°C) mounted on an inverted Nikon Eclipse Ti-E microscope equipped with an electron-multiplied CCD (EM-CCD) camera (Hamamatsu ImagEM 1K, C9100-14).

### Fly Behavioral Assays

Wild-type Canton-S flies were bred and grown on standard yeast cornmeal agar medium at 25°C in 12 hr:12 hr LD cycles. For behavioral recording experiments, individual flies were placed into wells of a 96-well plate following brief exposure to CO_2_ anesthesia. Each well contained an equal volume of assay medium (5% sucrose, 1% agar), supplemented with 6AN or DMSO (control) at concentrations indicated in the main text. Although the concentrations of drug were high in comparison to those used in our cell and tissues studies, it is important to note that the *Drosophila* were ingesting agar dosed with the drug and therefore received a much lower effective concentration. Using a custom-made infrared video recording system, the locomotor activity of individual 4- to 7-day-old flies was recorded in constant darkness (DD) following 2 days of entrainment in LD cycles (which were not recorded). The videos were processed using Ethovision XT v10 software (Noldus) to quantify the locomotor activity of the flies.

## Author Contributions

A.B.R. and G.R. designed and planned experiments with contributions from J.S.O. G.R., K.A.F., N.B.M., U.K.V., and A.S. performed cell experiments. U.K.V. performed fruit fly experiments. G.R. and U.K.V. performed and analyzed RNA-seq and ChIP-seq experiments. V.V. supervised the metabolomics analyses and performed data analyses, and V.V. and G.R. analyzed results. L.W. and L.A.-B. performed mouse experiments. G.R., A.B.R., N.B.M., L.W., U.K.V., and V.V. analyzed the data. A.B.R. and G.R. wrote the manuscript with contributions from all of the authors.

## Figures and Tables

**Figure 1:**
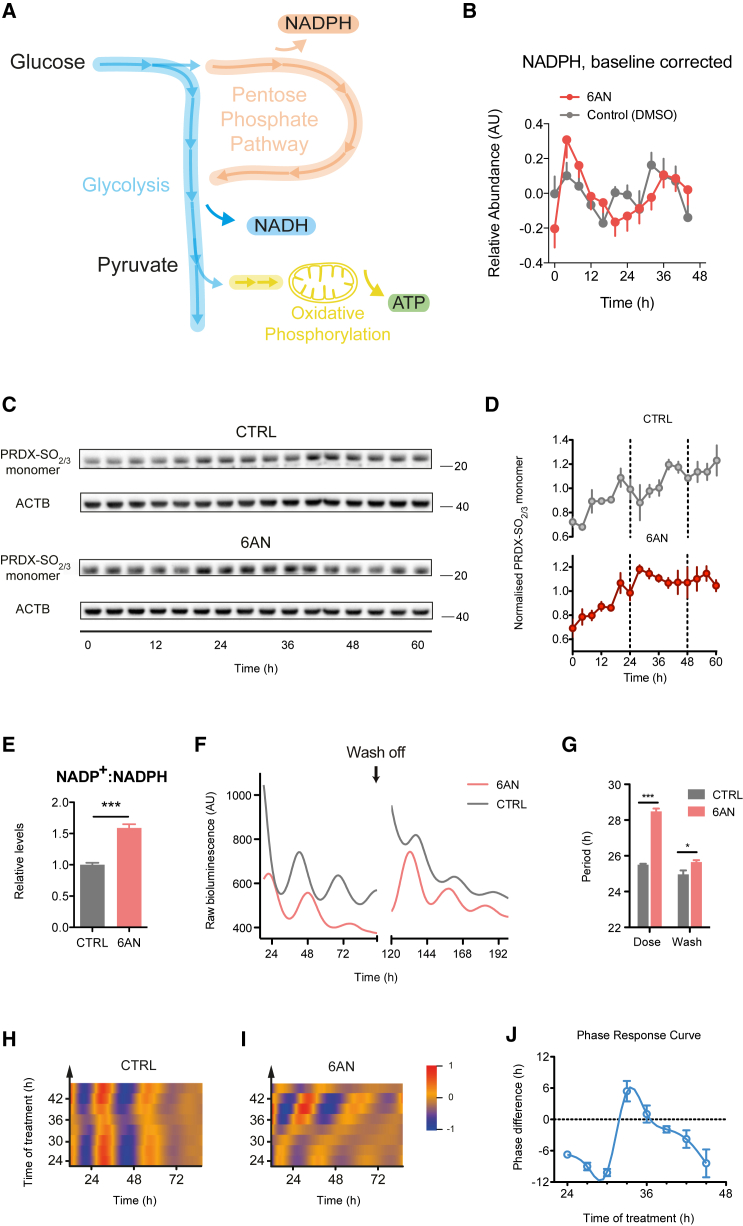
The PPP Regulates Redox and Transcriptional Oscillations in Human Cells (A) Schematic of glucose metabolism showing glycolysis, the pentose phosphate pathway (PPP), and oxidative phosphorylation in mitochondria. (B) NADPH levels in *Bmal1*:*luc* U2OS cells treated with 5 mM 6-aminonicotinamide (6AN) versus control (DMSO) for 2 consecutive days (mean ± SEM, n = 3–4). (C) Representative immunoblots showing overoxidized peroxiredoxin (PRDX-SO_2/3_) monomers with loading controls (β-actin, ACTB) for *Bmal1*:*luc* U2OS cells treated with 5 mM 6AN versus control (DMSO). Molecular weights (kDa) shown on right side of blots. (D) Quantification by densitometry of immunoblots from (C). Values were normalized to the average for each blot (mean ± SEM, n = 3). (E) NADP^+^:NADPH ratio of cells treated with 6AN (mean ± SEM, n = 3–4; two-tailed Student’s t test; ^∗∗∗^p < 0.001). (F) Bioluminescence traces for *Bmal1*:*luc* U2OS cells treated with 5 mM 6AN versus control (DMSO), followed by wash off after 96 hr. (mean values shown, n = 3–6). (G) Quantifications of the period length from (F) before and after wash off (mean ± SEM, n = 3–6; two-tailed Student’s t test; ^∗∗∗^p < 0.001, ^∗^p < 0.05). (H and I) Heatmaps showing bioluminescence traces for *Per2*:*luc* U2OS cells treated at the indicated time points with 5 mM 6AN (I) or control (DMSO) (H) until the end of the experiment. Each row represents a different time of treatment. (J) Phase-response curve showing the phase shifts caused by treatment with 6AN compared to control (DMSO) at different time of the day (mean ± SEM, n = 3–6).

**Figure 2:**
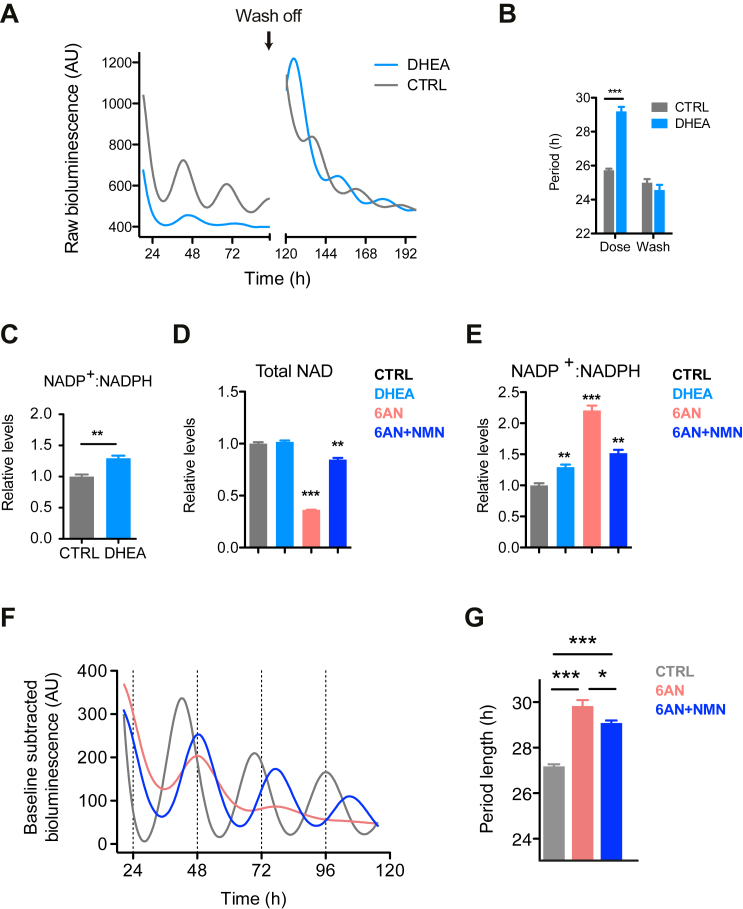
Manipulation of the PPP Affects Circadian Oscillations through NADPH (A) Bioluminescence traces for *Bmal1*:*luc* U2OS cells treated with 50 μM dehydroepiandrosterone (DHEA) versus control (DMSO), followed by wash off after 96 hr. (mean values shown, n = 3–6) (B) Quantifications of the period length from (A) before and after wash off (mean ± SEM, n = 3–6; two-tailed Student’s t test; ^∗∗∗^p < 0.001). (C) NADP^+^:NADPH ratio of cells treated with DHEA (mean ± SEM, n = 3–4; two-tailed Student’s t test; ^∗∗^p < 0.01). (D) Treatment of *Bmal1*:*luc* U2OS cells with 5 mM 6AN decreases the levels of total NAD, while incubation with 50 μM DHEA has no effect. NAD levels in presence of 6AN can be restored by addition of 500 μM NMN (control [DMSO] versus treated cells; mean ± SEM, n = 3–4; two-tailed Student’s t test; ^∗∗∗^p < 0.001, ^∗∗^p < 0.01). (E) Treatment with 500 μM NMN does not restore NADP^+^:NADPH ratio to normal levels (two-tailed Student’s t test, control [DMSO] versus treated cells; mean ± SEM, n = 3–4, ^∗∗∗^p < 0.001, ^∗∗^p < 0.01). (F) Bioluminescence traces for *Bmal1*:*luc* U2OS cells treated with 6AN, or 6AN and NMN, versus control (DMSO) (mean values shown, n = 8). (G) Quantifications of the period length from (F) (two-tailed Student’s t test; mean ± SEM, n = 8, ^∗∗∗^p < 0.001, ^∗^p < 0.05).

**Figure 3:**
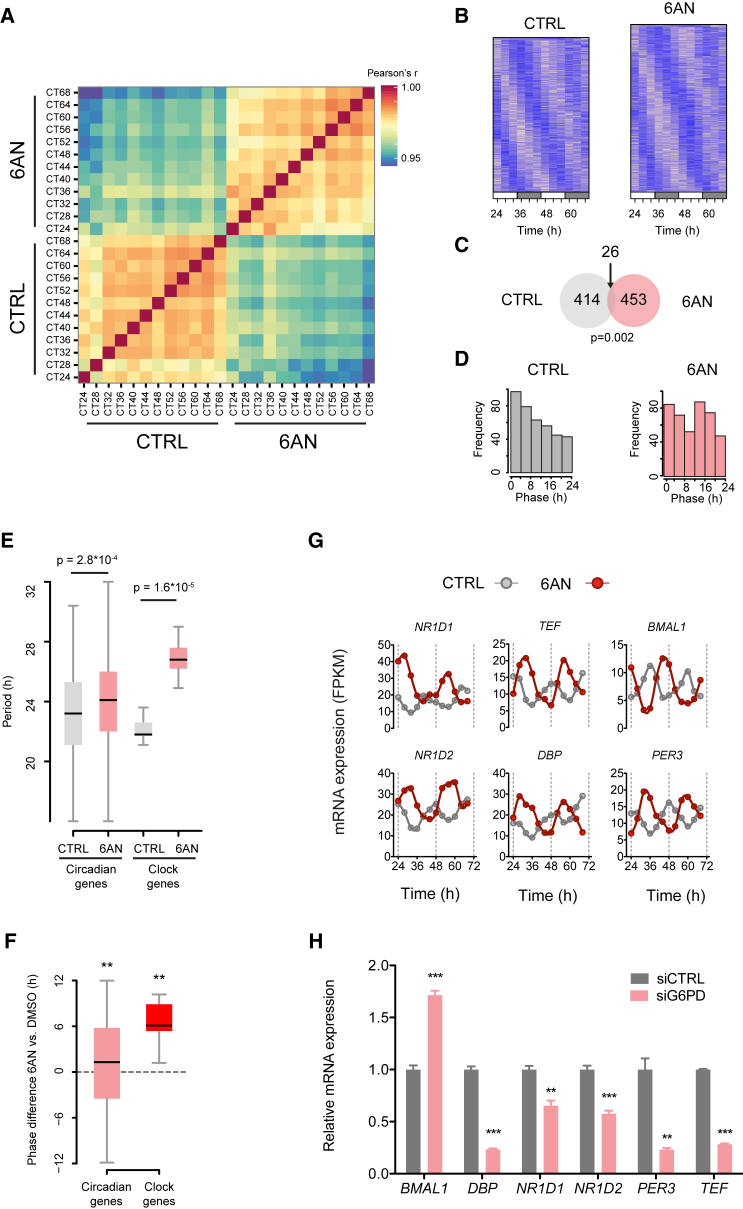
PPP Inhibition Remodels Circadian Gene Expression (A) Time course of mRNA expression determined by RNA-seq in *Bmal1*:*luc* U2OS cells incubated with 5 mM 6AN or control (DMSO). The heatmap shows the Pearson’s correlation coefficient between time points for log-transformed fragments per kilobase of transcript per million (FPKM) of the 14,686 expressed transcripts. *Bmal1*:*luc* cells were synchronized with a dexamethasone shock and total RNA was collected at the indicated time points. (B) Heatmap representation of the temporal accumulation of mRNA for circadian transcripts in the 6AN (453) and control (414) conditions. The RAIN algorithm (Thaben and Westermark, 2014) was used to detect circadian transcripts (p ≤ 0.01) in each dataset. (C) Overlap between the rhythmic transcripts detected in the 6AN and control conditions (Fisher test on contingency table, p = 0.002). (D) Phase histogram of rhythmic transcripts shown in (B). (E) Boxplot representation of period length for 6AN and control mRNA profiles for circadian transcripts (RAIN algorithm, p ≤ 0.01) and clock gene transcripts (list of 20 well-described circadian genes; Table S4) (Wilcoxon rank-sum test, with p values as shown). (F) Boxplot representation of phase differences between 6AN and control mRNA profiles for circadian transcripts (detected in the 6AN or control condition with RAIN algorithm, p ≤ 0.01) and clock gene transcripts (Kuiper’s one-sample test of uniformity; ^∗∗^p < 0.01). (G) Profiles of mRNA accumulations for the six clock genes that are detected as circadian in both conditions. (H) mRNA accumulation of clock gene transcripts in *Bmal1*:*luc* U2OS cells following siRNA knockdown with 50 nM *G6PD* or control siRNA (negative control #1) (mean ± SEM, n = 3; two-tailed Student’s t test; ^∗∗∗^p < 0.001, ^∗∗^p < 0.01).

**Figure 4:**
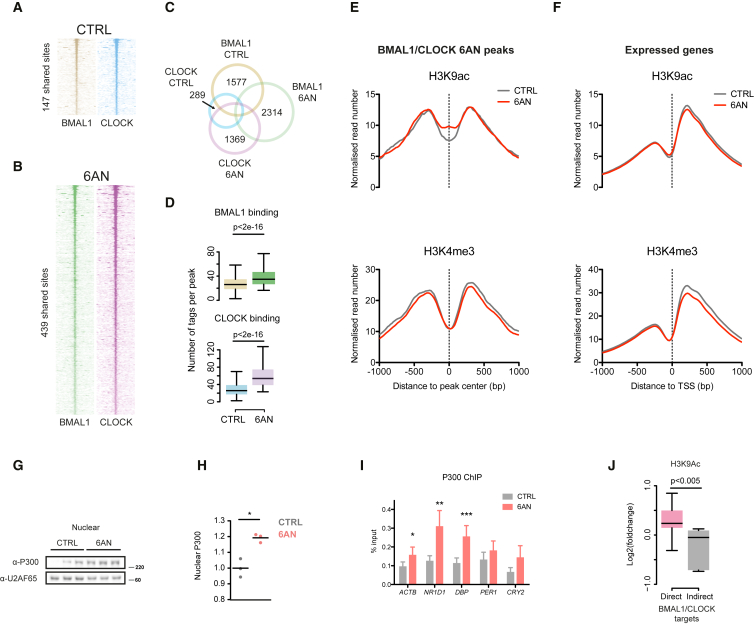
BMAL1/CLOCK Are Activated by Inhibition of the PPP (A and B) BMAL1 and CLOCK ChIP-seq binding profiles around the 147 and 439 BMAL1/CLOCK peaks bound, respectively, in the control (A) and 6AN conditions (B). *Bmal1*:*luc* U2OS cells were treated with 5 mM 6AN or control (DMSO) and chromatin was extracted after 24 hr of incubation. (C) Venn diagram showing the overlap of ChIP-seq peaks for BMAL1 and CLOCK. The total number of peaks for each set is given. (D) Distributions of number of tags per peak in the 439 peaks shared between 6AN BMAL1 and CLOCK ChIP-seq for BMAL1 (top) and CLOCK (bottom) (Kolmogorov-Smirnov test performed between the indicated distributions, with p values as shown). (E and F) Genomic profiles of H3K9ac (top) and H3K4me3 (bottom) densities around BMAL1/CLOCK 6AN peaks (E) and transcription start sites (TSSs) of the 14,686 expressed transcripts (F). (G) Immunoblot showing P300 nuclear accumulation in cells treated with 6AN or control (DMSO). U2AF65 is shown as loading control. Molecular weights (kDa) shown on right side of blots. (H) Densitometric quantification of blots from (G) (two-tailed Student’s t test, ^∗^p < 0.05). (I) ChIP followed by quantitative real-time PCR of P300 following 6AN treatment or control (DMSO) (mean ± SEM, n = 3; two-tailed Student’s t test, ^∗^p < 0.05). (J) Distribution of fold changes in H3K9ac density (6AN versus control) for direct and indirect BMAL1/CLOCK target genes (Wilcoxon rank-sum test, with p values as shown).

**Figure 5:**
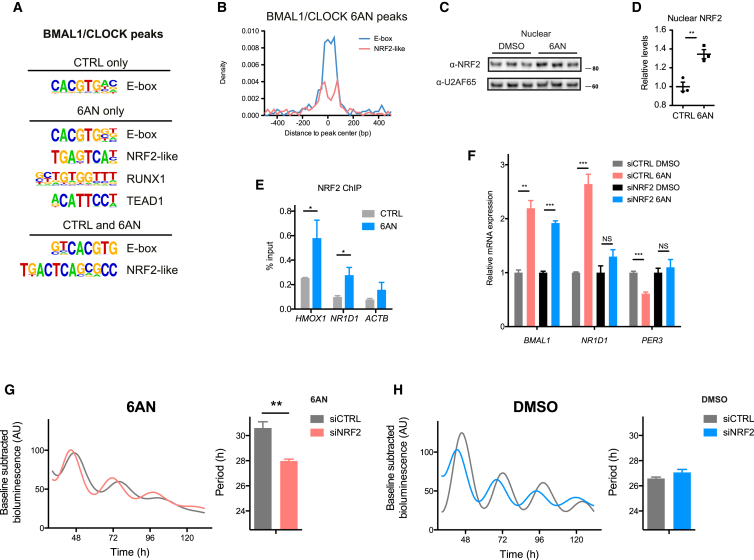
NRF2 Mediates the Effect of Redox Perturbation on Circadian Oscillations (A) De novo HOMER motif analysis of the indicated sets of BMAL1/CLOCK peaks. (B) Histogram of E-box and NRF2-like motif positions around BMAL1/CLOCK peaks bound only the 6AN condition. (C) Immunoblot showing NRF2 nuclear accumulation in cells treated with 6AN or control (DMSO). U2AF65 is shown as loading control. Molecular weights (kDa) shown on right side of blots. (D) Densitometric quantification of blots from (C) (mean ± SEM, n = 3; two-tailed Student’s t test, ^∗∗^p < 0.01). (E) ChIP followed by quantitative real-time PCR of NRF2 following 6AN treatment or control (DMSO) (mean ± SEM, n = 3; one-tailed Student’s t test, ^∗^p < 0.05). *HMOX1*, heme oxygenase 1. (F) mRNA accumulation of clock gene transcripts in *Bmal1*:*luc* U2OS cells following knockdown with 20 nM *NRF2* siRNA or control (non-targeting siRNA #1). *Bmal1*:*luc* cells were synchronized 72 hr after transfection with a dexamethasone shock, and total RNA was collected after 24 hr incubation with 5 mM 6AN or control (DMSO) (mean ± SEM, n = 3; two-tailed Student’s t test; ^∗∗∗^p < 0.001, ^∗∗^p < 0.01). NS, not statistically significant by t test. (G and H) Bioluminescence recordings of *Bmal1*:*luc* U2OS cells transfected with 20 nM *NRF2* siRNA or control (non-targeting siRNA #1) combined with 6AN treatment at 1.25 mM (G) or control (DMSO) (H) (left; mean, n = 8). Quantifications of circadian period length of bioluminescence traces (right; mean ± SEM, n = 8; two-tailed Student’s t test; ^∗∗^p < 0.01).

**Figure 6:**
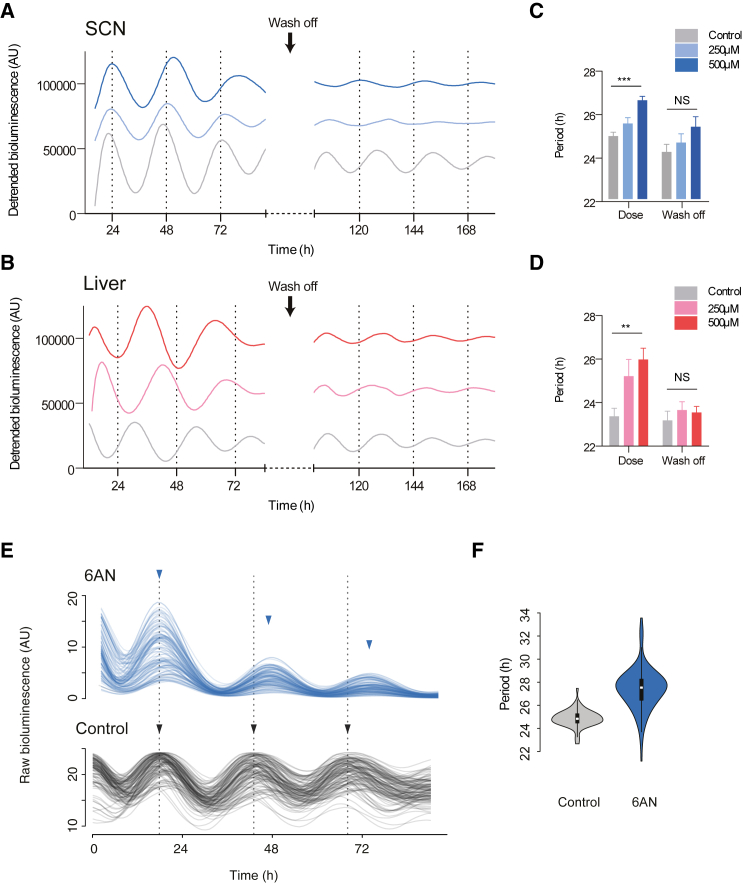
PPP Perturbation Disrupts Circadian Oscillations in Mouse Tissues (A and B) Bioluminescence recordings of suprachiasmatic nuclei (SCN) (A) and liver slices (B) from *mPer2*^*Luciferase*^ (*mPer2*^*Luc*^) mice treated with the indicated concentration of 6AN or control (DMSO) (left), followed by wash off (right) with control medium. (C and D) Quantifications of the period length from SCN (C) and liver (D) slices treated with 6AN or control (DMSO) before and after wash off (mean ± SEM, n = 3–7; two-tailed Student’s t test; 500 μM versus control; ^∗∗∗^p < 0.001, ^∗∗^p < 0.01). NS, not statistically significant by t test. (E) Single-cell bioluminescence traces of SCN slices from *mPer2*^*Luc*^ mice incubated either with 500 μM 6AN or control (DMSO) (n > 100). (F) Violin plot representing the difference in the distribution of circadian period lengths in the 6AN and control (DMSO) conditions (n > 100; two-tailed Student’s t test, p < 1 × 10^−16^).

**Figure 7:**
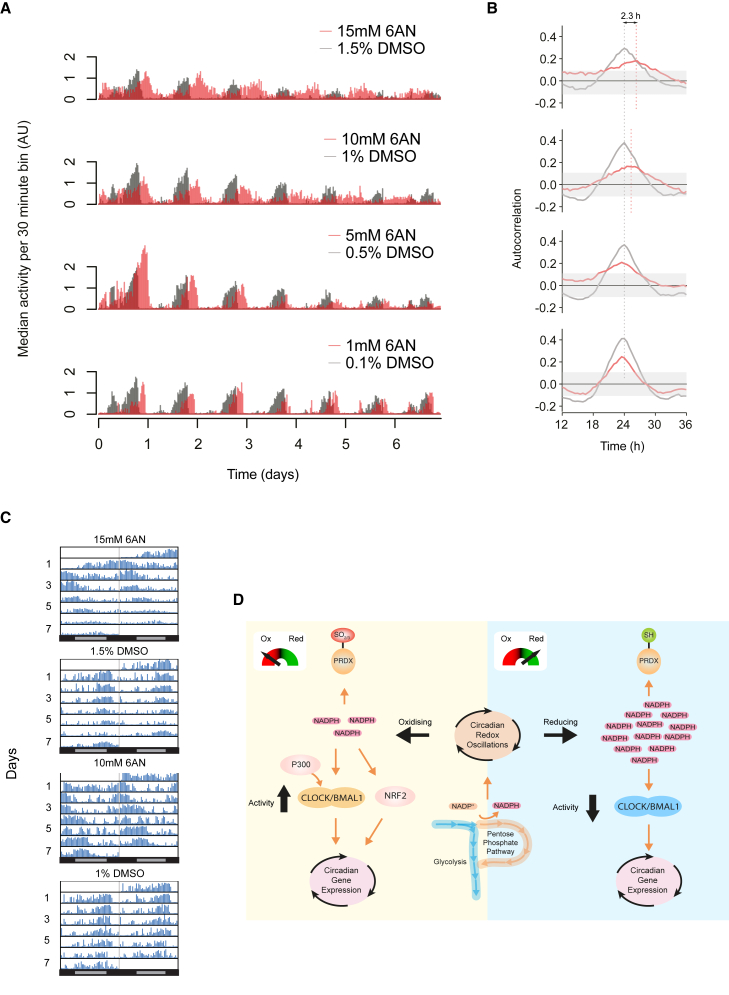
PPP Inhibition Affects Behavioral Rhythms in Flies (A) Median activity plots of *Drosophila melanogaster* (Canton-S strain) behavioral activity with concentrations of 6AN ranging from 1 to 15 mM in their usual growth medium. As a control, DMSO was used at the specified concentration to directly match the concentration experienced with the 6AN dose. (B) Mean autocorrelation of activity plots highlights the period difference between 6AN and DMSO conditions. The 95% confidence interval (white noise) is shown as a shaded gray area and autocorrelation values outside these boxes are significant at p < 0.05 (n = 24 male flies per group). (C) Representative actograms of individual flies following treatment with the indicated concentration of 6AN or control (DMSO). (D) Schematic showing how perturbation of the PPP regulates circadian redox and transcriptional oscillations.

How the deposited data were processed for this re-analysis (not part of the article)

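Gene expression was measured by RNA-seq in *Bmal1*:*luc* U2OS cells at 12 time points with 6AN or DMSO, 24 libraries in all, and binding and histone marks by ChIP-seq at 24 hr, 10 libraries in all. For RNA-seq, the authors deposited FPKM for each locus of a merged annotation, with one table for control and one for 6AN, each normalized across its own libraries. For ChIP-seq, the authors deposited the signal at each shared BMAL1/CLOCK site, which is the tags in 1000 bp scaled by HOMER to 10000000 tags per library, and the HOMER peak score of each merged peak. The peak scores were read to check the format of the lists and were not used for any value. Site annotations and distances to transcription start sites were those of the authors' HOMER output on hg38. All per-sample columns were used, so 0 were left out.

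Values were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. The expressed set was the 14686 loci of highest mean FPKM. A pseudocount of 1 was added before logarithms, with 0.1 as an alternative for FPKM and 5 for ChIP-seq signal. The umbrella test folded the series into 6 phases of 2 time points each and took p from 4000000 random orders. Calls were made at p of at most 0.01, with 0.05 and 0.001 as alternatives, and Benjamini-Hochberg adjusted values covered all genes tested in a condition. The period grid ran from 16 to 32 hr in steps of 0.1 hr, with 20 to 28 hr as an alternative. Gene lists were compared with 10000 random lists matched on mean FPKM. Monotone trends over time were tested by Spearman's rho against 1000000 random orders. Overlaps were tested with two-sided Fisher's exact tests over the expressed genes, and trends over quartiles with 100000 permutations. The 12 time labels were put into 99 other orders with a fixed seed, which made 100 orders with the real one, and the same order was used for both conditions.

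A change between alternatives was read against the jackknife SE over time points for medians, against the 95% interval of the median for ChIP-seq changes, against the SD over pairs for correlations, and against a factor of 1.5 for counts. With 1 library per condition and time point, or per condition and antibody, these errors do not hold the variation between experiments. The depth of the RNA-seq libraries was known only relative to the others of the same table, so no counting error was computed for FPKM. Intervals for shares of sites are Wilson intervals and cover counting error only.

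The genes named were fixed by a rule: each gene that the paper names beside these data, the members of the gene lists where a list is discussed, and the 3 genes with the smallest umbrella p in each condition. For sites, they were the 3 shared sites of 6AN with the highest CLOCK signal and those assigned to clock genes. Genes named outside the rule are marked where they appear. The gene lists held 20 clock genes, 14 targets of NRF2, and, for comparison, 10 targets of the integrated stress response and 10 of p53.

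The methods were tested on simulated data. Among 200 simulated rhythmic genes with an amplitude of 2 SD, the umbrella test called 100 at p of at most 0.01 and harmonic regression called 160, with 0.73% and 0.96% of 14486 unchanged genes called. At an adjusted p of at most 0.05, the umbrella test called 0 of the rhythmic genes and harmonic regression 9. Simulated periods of 22 and 27 hr were fitted with medians of 21.9 and 26.7 hr, and peak hours had a median absolute error of 0.61 hr. The 95% interval of the median held the true median in 95.9% of 1000 simulated lists of 439 normal values. These lists held no tag counts, so the interval was not tested at low tag numbers.

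DNA motifs, gene ontology terms, H3K9ac around transcription start sites and NRF2 peaks, and direct and indirect BMAL1/CLOCK targets were not analysed here. RAIN and ARSER themselves were not run. The alternatives that were tried covered pseudocounts, filters on low FPKM, removal of a linear trend, other rhythm tests and thresholds, other period fits, filters and corrections based on the input, and leaving out each time point.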

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

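The tests of site choice at the input rise and both tests of the abundant loci were chosen only after the result was seen. So were the tests of normalization for the gene lists, although their scaling by the median was an alternative set before the data were examined. The other tests in this part were chosen before the result was seen.

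The input libraries, on which the paper reports no values, had a higher signal in 6AN at the shared BMAL1/CLOCK sites. The median log2 change was 0.366 at the 439 sites of 6AN, with a rise at 80.2% of them, and 0.519 at the 147 sites of control, with a rise at 91.2%. The 6AN input was sequenced less deeply, with 9651105 tags against 33273105.5, and low tag numbers at single sites would leave the ratio of the summed signals near 0 on the log2 scale. That ratio was 0.42 at the sites of 6AN and 0.585 at those of control. A choice of sites from 6AN peaks would predict a smaller rise at the sites of control, where the rise of 0.519 was larger. Among sites with an input signal under 10 in both conditions, a filter that by construction removes the sites that rose to higher values, the change was 0.11 and 0.294. A difference between the input chromatin preparations, such as in shearing, and an effect of 6AN on the chromatin at these sites stay open as untested explanations, since there was 1 input per condition.

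A pair of loci held a large part of the summed FPKM, and a larger part in 6AN. They were *MIR6723* on chromosome 1, from 632325 to 632413, and *MIR4461* on chromosome 5, from 134905120 to 134962646, with 7 and 6 mitochondrial pseudogenes within 5000 bp, and they were singled out after their values were seen. Together they made up a median of 32.8% of the summed FPKM in control (31.1% to 34.5%) and 39.3% in 6AN (34.8% to 41%), a log2 ratio of 0.26. The paper does not discuss these loci. A few deviating libraries do not account for the difference, since 12 of 12 6AN libraries had a share above every control library. The share was also higher in 6AN at 12 of 12 time points, which a difference in library preparation between the conditions and a difference between the cells would both give. These explanations cannot be told apart here, because each condition was in a table of its own and no library links them. The tables held 0 loci on the mitochondrial chromosome, so whether mitochondrial reads were assigned to the pseudogenes was not tested.

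Slow changes over the time course were more frequent than rhythmic ones. At p of at most 0.01, 2904 genes of 6AN rose or fell monotonically (1404 rising and 1500 falling), as did 1241 genes of control (603 and 638), where 147 would be expected by chance. All 2904 genes in 6AN and 585 in control had an adjusted p of at most 0.05. Both conditions had 476 such genes in common, and 436 of them changed in the same direction. Of the 100 orders of the time labels, 1 gave as many genes in control and 1 in 6AN, the real order in each case. A drift in library scaling would disappear when each library is scaled by its median, and 3001 genes of 6AN and 1255 of control then had a trend. Leaving out each time point in turn gave 1004 to 1232 genes in control and 2156 to 2884 in 6AN. Whether the number differs between the conditions was not tested beyond these counts. Explanations that stay open include culture age, which both conditions share, and a progressive response to 6AN, and neither was tested.

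The list of 10 targets of the integrated stress response, on which the paper does not report, had a median log2 ratio of mean FPKM of 1.03 in 6AN over control, where the central 95% of random lists ran from -0.32 to 0.18. All 10 of its genes were in the expressed set. Of these, 9 were higher in 6AN, led by *TRIB3* (2.08) and *DDIT3* (1.83), and *DDIT4* was not (-0.06). A few deviating libraries are argued against by the median over the list at each time point, which was at least 0.66 (at 64 hr) and above 0 at all 12 time points. The separate normalization of the tables is argued against by the median of 1.07 after each library was scaled by its median. With both at hand, a response to 6AN through this pathway may be proposed as a hypothesis, found and tested on the same data. A difference between the experiments that handled the 6AN and control cells was not tested.

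The list of 10 targets of p53, which the paper does not discuss either, had a median log2 ratio of 0.28, where the central 95% of random lists ran from -0.3 to 0.19. Of its 10 genes, *RRM2B* (0.00) did not differ and the others were higher in 6AN, with *GDF15* (1.12) the highest. Scaling each library by its median gave 0.32, which argues against the separate normalization of the tables. The median over the list was below 0 at some time points, with a lowest value of -0.11 at 32 hr and 10 of 12 time points above 0, so a few deviating libraries may carry part of the difference. Leaving out each time point in turn gave 0.25 to 0.31. A biological explanation was not tested further.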

How the results depend on the processing

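The alternatives that kept loci above 0 in all libraries, tested periods of 20, 24, and 28 hr together, subtracted the input signal from each signal, or varied the input change were chosen after seeing the data, and the others were set before the data were examined. Over 33 results, 167 alternatives were run besides leaving out time points. Of these, 114 kept the result's direction and side of the threshold or stayed within its error, 43 moved a value or count, 3 made a result pass its threshold, 1 made it fail, and 6 reversed it. Unless the next paragraphs give one, the cause was not tested.

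With a threshold of p of at most 0.05, there were 738 circadian genes in control, 626 in 6AN, 51 in common, and 438 and 400 by both methods, and the overlap with bound genes in control was 16 (exact p = 0.000477). With 0.001, there were 18, 13, 0, 7, and 3, and the overlap was 0 in control (exact p = 1) and 1 in 6AN (exact p = 0.265). These counts follow from how many genes each threshold admits. Under the other alternatives, the number of circadian genes stayed between 115 and 146 in control and between 108 and 162 in 6AN. The number in common was 9 with harmonic regression, 6 with a linear trend removed, 3 with periods of 20, 24, and 28 hr, and 2 with all genes above 0, with the smallest p of a single shape, and with loci above 0 in all libraries. The control overlap became 6 genes with harmonic regression (exact p = 0.00111) and with a linear trend removed (exact p = 0.00149).

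The lowest correlation was 0.82 with a pseudocount of 0.1, 0.925 with all genes above 0, and 0.957 with loci above 0 in all libraries. For genes circadian in either condition, the control period was 23.3 hr. The median phase difference of clock genes was 1.17 hr when each gene was fitted at its own period, and 8.79 to 9.68 hr under the other alternatives. The slope of the circadian share was -1.16 over the fold change of BMAL1 and 0.0 with genes called at p of at most 0.05. Median periods of clock genes (22.25 to 22.7 hr in control and 26.6 to 26.8 hr in 6AN), the mean lengthening of the 6 clock genes (4.4 to 4.67 hr), and the medians of the NRF2, stress response, and p53 lists stayed within their errors or limits.

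At the 6AN sites, subtracting the log2 change of the input gave 0.134 for BMAL1, 0.694 for CLOCK, -0.192 for H3K9ac, and -0.419 for H3K4me3, and at the control sites -0.359, 0.329, -0.338, and -0.525. The sizes follow from the input changes of 0.366 and 0.519. Subtracting the input signal itself gave 1.329 for CLOCK and 0.075 for H3K9ac at the 6AN sites, and 0.06 for BMAL1 and 0.074 for H3K9ac at the control sites. At the 6AN sites above the median of the mean signal, the changes were 0.325 for BMAL1, 0.979 for CLOCK, 0.062 for H3K9ac, -0.082 for H3K4me3, and 0.445 for the input. Among sites with an input signal under 10, they were 0.402 for BMAL1, -0.103 for H3K4me3, and 0.11 for the input, and at the control sites 0.095 for BMAL1 and 0.294 for the input. A pseudocount of 5 gave 0.999 for CLOCK and, for the input, 0.271 at the 6AN sites and 0.373 at the control sites.

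Leaving out each time point in turn gave 125 to 194 circadian genes in control, the highest without 40 hr, and 108 to 152 in 6AN. It gave 1 to 5 genes in common, the highest without 56 or 68 hr. The overlap with bound genes ran from 0 (without 40 hr) to 5 (without 24 hr) in control and from 5 (without 36 or 40 hr) to 12 in 6AN. The median phase difference of circadian genes ran from -0.07 hr (without 52 hr) to 2.19 hr. Of the 228 such fits, 204 left the result unchanged by the same measures. No paired analysis of replicates was possible because each condition and time point had 1 library.

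The control H3K9ac library was the shallowest, and with 7.094 units per tag it limits what single sites can show. The 28 hr control library had the lowest relative depth (0.58), and 135 genes were circadian in control without it. A stricter overlap of intervals for shared sites and the motif alternatives were not run, and neither was harmonic regression in place of the umbrella test for the number by both methods, where the methods would coincide.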

Differences from the paper's values

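The lowest Pearson correlation between libraries was 0.859, and the paper's value is 0.94 as a lower bound. None of the alternatives set before the data were examined closed the gap, with 0.925 for all genes with a mean FPKM above 0 as the nearest. Keeping loci above 0 in all 24 libraries, which was chosen after seeing the values, gave 0.957.

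The number of circadian transcripts was 122 in control and 117 in 6AN, and the paper's values are 414 and 453. Of the alternatives set before the data were examined, a threshold of p of at most 0.05 gave 626 in 6AN, within 1.5 times the paper's value, and 738 in control, which is more than 1.5 times the paper's. None of the others closed either gap, and the alternatives chosen after seeing the values did not.

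The number of common circadian transcripts was 1, against the paper's 26, with a Fisher p of 0.625 against the paper's 0.002. None of the alternatives set before the data were examined brought the number within 1.5 times or the p near the paper's. The nearest numbers were 9 with harmonic regression and 51 with p of at most 0.05. The p was 0.00338 with a linear trend removed, 0.000692 with p of at most 0.05, and 2.2e-05 with harmonic regression.

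Both methods called 56 genes in control and 67 in 6AN, and the paper's numbers for its 3 methods are 147 and 169. None of the alternatives set before the data were examined closed these gaps, and p of at most 0.05 passed the paper's numbers with 438 and 400.

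The Fisher p of the overlap of circadian and bound genes in 6AN was 0.00625, and the paper's value is 0.05. It was 0.0515 when the 64 hr time point was left out, and none of the other alternatives set before the data were examined came within 1.5 times of the paper's value.

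The paper states that this overlap was significant in control and not in 6AN. Here p was 0.275 in control and 0.00625 in 6AN. In control it was 0.00149 with a linear trend removed, 0.00111 with harmonic regression, and 0.000477 with p of at most 0.05. In 6AN it was 0.265 with p of at most 0.001.

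The paper states that the median period of circadian transcripts increased. It was 24.2 hr in control (SE 0.47) and 23.9 hr in 6AN (SE 0.6), with the opposite direction, and the paper's values are 23.2 and 24.1 hr. The control median differed from the paper's value by more than its SE, and the 6AN median by less. Genes were called by a test at 24 hr, which holds both medians near 24 hr. For genes circadian in either condition the median period was 23.3 and 23.6 hr, in the paper's direction. The direction was also the paper's when 24 hr (24.1 and 24.2 hr), 28 hr (23.95 and 24.0 hr), 32 hr (24.0 and 24.1 hr), 40 hr (23.95 and 24.3 hr), or 48 hr (23.9 and 24.1 hr) was left out.

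The paper states that 6 clock genes were rhythmic in both conditions. At an umbrella p of at most 0.01, none of the 6 was called in both, and *CRY1*, which is not among them, was. Harmonic regression called *ARNTL*, *NR1D1*, *NR1D2*, *PER3*, and *TEF* in both. *DBP* was called in 6AN alone, and its umbrella p in control was 0.462.

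The paper states that elevated H3K9 acetylation was specific to 6AN peaks. The median log2 change was 0.15 at the 6AN sites and 0.16 at the control sites, and each alternative run on these lists gave changes of the same sign at both. At the 334 6AN sites absent from the control list the change was 0.13 (95% interval 0.075 to 0.20), and at the 42 control sites absent from the 6AN list it was 0.12 (-0.093 to 0.25). With the input signal taken off, which was chosen after seeing the values, these were 0.062 (0.0 to 0.14) and -0.006 (-0.24 to 0.23). Whether the changes differed between the site lists was not tested.

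The paper states that the fraction of rhythmic transcripts increased with the fold change in binding and in H3K9 acetylation. The slopes were 0.47 percentage points per quartile for CLOCK (permutation p = 0.636), -1.16 for BMAL1 (permutation p = 0.152), and 0.47 for H3K9ac (permutation p = 0.638).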

Other observations

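Most tests in this part were chosen only after the result was seen. The exceptions are the test of random lists for the clock periods, that of the time points for the NRF2 list, the orders of the time labels for genes common by harmonic regression, and the test of low depth for H3K9ac. Some of the other tests read values from alternatives that were set before the data were examined. These were the phase at each gene's own period and the mean lengthening with each time point left out. They also included subtracting the log2 change of the input at the full site lists and scaling by the median for the NRF2 list.

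The numbers of circadian genes were set against 100 orders of the 12 time labels, the real order included. As many genes as in the real order were called in 36 orders for control and 26 for 6AN by the umbrella test, and in 38 and 22 orders by both methods. The highest number in any order was 446 in control and 1084 in 6AN, and the median was 93 and 82. As many common genes were found in 58 orders by the umbrella test and in 8 orders by harmonic regression. The overlap with bound genes was as large in 19 orders for control and 9 for 6AN. For the clock genes, 1 order for control and 1 for 6AN, the real ones, gave as many genes at an umbrella p of at most 0.05, 7 and 10, and no shuffled order gave more than 6. The rhythm of the clock genes is thus unlike that of shuffled time points, and chance remains a possible explanation of the genome-wide numbers. In simulated series of this length, the umbrella test called 50% of 200 genes with an amplitude of 2 SD, so it would also miss part of the rhythmic genes.

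Longer fitted periods of clock genes in 6AN were set against technical explanations. Periods did not lengthen in general, since 7341 of 14686 expressed genes had a longer period. This does not test a slow linear drift in the 6AN libraries, because the period fit includes a linear trend. A single time point is argued against by the lowest mean lengthening of the 6 genes in fits without 1 time point, 3.78 hr. Fitted periods of any genes spread widely, but 0.01% of random lists had as many longer periods as the clock genes. The median change of 4.6 hr was less unusual, with 5.59% of random lists as large. These tests are in line with a longer period of the clock genes in 6AN, as a hypothesis tested on the same data.

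The phase delay of the clock genes at a fixed 24 hr period was compared with the delay at each gene's own period. The median fell from 8.87 hr (SE 1.28) to 1.17 hr (SE 2.47), and leaving out each time point in turn gave -0.62 hr (without 24 hr) to 2.31 hr (without 36 hr). A longer period with no shift at hour 0 may therefore account for most of the delay, which would then grow over the time course. Hour 0 lies 24 hr before the first library as the labels were read here. The delay at hour 0 is thus an extrapolation that depends on this reading, and another reference hour would give another delay. For the 6 named genes the values at their own periods ran from -1.3 to 6.4 hr, with a median of 0.97 hr.

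The low correlation between libraries was compared with and without loci listed at 0 in some libraries. Among the 13682 expressed loci above 0 in all 24 libraries the lowest coefficient was 0.949, compared with 0.859 over all 14686, so these loci may account for the difference.

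The 14 targets of NRF2 had a median log2 ratio of 0.27, where the central 95% of random lists ran from -0.29 to 0.15, and 8 of them were higher in 6AN. *OSGIN1* (1.13), *SRXN1* (1.03), *SLC7A11* (0.95), and *GCLC* (0.75) were higher at all 12 time points, and *NQO1* (-0.96), *TALDO1* (-0.34), and *ME1* (-0.33) were lower at all 12. *HMOX1* (0.00) did not differ. The separate normalization of the tables is argued against by the median of 0.31 after scaling each library by its median, and a few deviating libraries by the lowest median of a time point, 0.08 at 24 hr. The members moved in opposite directions, so the median does not describe each of them, and a biological explanation was not tested further.

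The rise of CLOCK, BMAL1, and H3K9ac at the shared sites was set against the input. The choice of sites from 6AN peaks is argued against as the whole cause by the rise at the 147 sites chosen from control peaks, 0.858 for CLOCK and 0.215 for BMAL1 (95% interval 0.135 to 0.298), although 105 of these were also in the 6AN list. At the 42 control sites absent from the 6AN list, a choice that by itself lowers the change, CLOCK rose by 0.451 (0.25 to 0.656) and BMAL1 by 0.063 (-0.214 to 0.228). At the 334 6AN sites absent from the control list BMAL1 rose by 0.561, and whether its larger rise there came from the choice of sites or from a gain of binding cannot be told apart, since these sites were chosen by the peaks themselves. More background tags in 6AN are argued against for CLOCK, whose change after the input signal was taken off was 0.907 at the control sites and 0.33 (0.054 to 0.646) at the 42 control sites absent from the 6AN list. For BMAL1 this left 0.06 at the control sites (95% interval -0.045 to 0.204) and 0.528 at the 6AN sites, so added background may account for the rise of BMAL1 at the control sites. A rise of all libraries in the size of the input rise is argued against for CLOCK by the 0.329 (0.204 to 0.461) left at the control sites after the log2 change of the input was subtracted. At the 42 control sites absent from the 6AN list this measure was -0.091 (-0.325 to 0.027), so the rise of CLOCK beyond that of the input was not seen at those sites. For BMAL1 and H3K9ac it is argued against by H3K4me3, which changed by -0.052 at the control sites and -0.036 at the 6AN sites. The measure used for CLOCK gave the opposite answer for both: after the log2 change of the input was subtracted, BMAL1 at the control sites changed by -0.359 and H3K9ac at the 6AN sites by -0.192. H3K4me3 was taken as the measure for BMAL1 and H3K9ac after both values were seen, and a rise shared with the input but not with H3K4me3 remains possible for them. The log2 ratio of summed H3K9ac signals at the 6AN sites was 0.079, below the median of 0.15 and above 0, so the low depth of the control H3K9ac library and a rise of the mark cannot be told apart. A more efficient CLOCK immunoprecipitation in 6AN would raise all sites by 1 common factor. Of the 439 sites, 36 departed from it at a binomial p of at most 0.05, where 22 would be expected, and 0 after adjustment. Of the 147 control sites, 19 did, where 7 would be expected, and 1 after adjustment. These numbers exceed what 1 factor for all tags would give if tags were independent. The binomial test covers counting error only, so any further variation within a library could give the same excess. Background tags would also not follow a factor of the immunoprecipitation. A more efficient immunoprecipitation and stronger binding at the sites therefore cannot be told apart with 1 library per condition. Chromatin was also sampled at a single time. In the RNA-seq data, the median phase difference of the clock genes was 8.87 hr at a fixed period and 1.17 hr at each gene's own period. Both conditions may thus have been sampled at different phases of the cycle. Whether this accounts for part of the changes in binding was not tested, and a single time cannot decide it.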
